# Dynamics of chromatin accessibility and gene regulation by MADS-domain transcription factors in flower development

**DOI:** 10.1186/gb-2014-15-3-r41

**Published:** 2014-03-03

**Authors:** Alice Pajoro, Pedro Madrigal, Jose M Muiño, José Tomás Matus, Jian Jin, Martin A Mecchia, Juan M Debernardi, Javier F Palatnik, Salma Balazadeh, Muhammad Arif, Diarmuid S Ó’Maoiléidigh, Frank Wellmer, Pawel Krajewski, José-Luis Riechmann, Gerco C Angenent, Kerstin Kaufmann

## Abstract

**Background:**

Development of eukaryotic organisms is controlled by transcription factors that trigger specific and global changes in gene expression programs. In plants, MADS-domain transcription factors act as master regulators of developmental switches and organ specification. However, the mechanisms by which these factors dynamically regulate the expression of their target genes at different developmental stages are still poorly understood.

**Results:**

We characterized the relationship of chromatin accessibility, gene expression, and DNA binding of two MADS-domain proteins at different stages of *Arabidopsis* flower development. Dynamic changes in APETALA1 and SEPALLATA3 DNA binding correlated with changes in gene expression, and many of the target genes could be associated with the developmental stage in which they are transcriptionally controlled. We also observe dynamic changes in chromatin accessibility during flower development. Remarkably, DNA binding of APETALA1 and SEPALLATA3 is largely independent of the accessibility status of their binding regions and it can precede increases in DNA accessibility. These results suggest that APETALA1 and SEPALLATA3 may modulate chromatin accessibility, thereby facilitating access of other transcriptional regulators to their target genes.

**Conclusions:**

Our findings indicate that different homeotic factors regulate partly overlapping, yet also distinctive sets of target genes in a partly stage-specific fashion. By combining the information from DNA-binding and gene expression data, we are able to propose models of stage-specific regulatory interactions, thereby addressing dynamics of regulatory networks throughout flower development. Furthermore, MADS-domain TFs may regulate gene expression by alternative strategies, one of which is modulation of chromatin accessibility.

## Background

Stem cells residing in meristems enable plants to produce new organs throughout their lives. Vegetative meristems in the shoot apex produce leaves, while reproductive meristems produce flowers or floral organs. The identities of different types of floral organs (sepals, petals, stamens, and carpels) are established by homeotic MADS-domain transcription factors (TFs) via modification of the leaf developmental programme [1]. Homeotic genes become activated in floral meristems through regulators that specify floral meristem identity. An important regulator of floral meristem identity in Arabidopsis is the MADS-box gene *APETALA1* (*AP1*), which has an additional role as homeotic regulator of sepal and petal identity [2]. Homeotic proteins specify different floral organ identities in a combinatorial fashion, mediated by protein interactions and formation of heteromeric quaternary protein complexes [3-5]. Homeotic genes can also enhance or repress each other’s expression, resulting in a complex transcriptional regulatory network. Mediators of higher-order complex formation are the largely redundantly acting members of the SEPALLATA MADS-domain subfamily, SEPALLATA 1 to 4 (SEP1-4) [1,6,7]. Therefore, these proteins have an important role in the specification of floral organ identities. Members of the MADS-domain TF family also act in many other developmental processes in plants, regulating directly and indirectly the expression of thousands of genes in the genome (for review, see [8,9]). Floral MADS-domain TFs are found in larger protein complexes together with chromatin remodeling and modifying proteins, as well as with general transcriptional co-regulators [5,10]. These interactions are important for the regulation of gene expression by the MADS-domain factors [5,10,11]. The expression of floral homeotic MADS-box genes is also regulated at the level of chromatin structure: outside the flower and at the earliest stages of floral meristem development, these genes are repressed by Polycomb group (PcG) protein complexes that act in concert with earlier acting MADS-domain TFs and other transcriptional regulators [12]. The physical and genetic interactions between MADS-domain proteins and chromatin regulatory factors suggest an important role of these TFs in controlling chromatin dynamics during plant development. To gain a genome-wide perspective on the developmental dynamics of gene regulation in plants, we studied MADS-domain TF occupancy, chromatin accessibility, and gene expression changes at different stages of Arabidopsis flower development. Our findings suggest that MADS-domain TFs may induce changes in chromatin accessibility, and thereby they are able to set appropriate chromatin landscapes for following regulatory processes leading to meristem and organ differentiation during flower development. By combining DNA-binding data and expression data, we established stage-specific gene regulatory interactions in floral morphogenesis.

## Results

### Developmental dynamics of floral gene regulation

We studied global changes in chromatin accessibility, gene expression, and DNA binding of two MADS-domain TFs at different stages of flower development (Figure 1). To obtain sufficient stage-specific plant material, we used an inducible system for synchronized flower development based on a chemically inducible version of the AP1 TF expressed under the control of its own promoter in the *ap1 cal* mutant background (*pAP1*:AP1-GR *ap1 cal* line). We analyzed different floral stages during which floral meristem specification (days 0 to 2), floral organ specification (day 4), and floral organ differentiation (day 8) take place [13]. 

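DNase-seq maps accessible chromatin by sequencing the ends that the enzyme DNase I cuts in nuclei. The inducible line carries AP1 fused to the glucocorticoid receptor, so that dexamethasone moves the protein into the nucleus and starts flower development synchronously in meristems that otherwise keep proliferating. Tissue was taken before induction (day 0, inflorescence meristem) and at days 2, 4, and 8 after induction. The methods give a dexamethasone concentration of 2 µM, the sample labels 2 mM and the series description 1 µM. At each time point the reads of 2 biological replicates were combined by the authors, and 1 naked DNA sample served as control. Table S8 reports 103930121 uniquely aligned reads for day 0, 60037203 for day 2, 75394300 for day 4, 60142825 for day 8, and 11217292 for the control. The authors aligned the reads to the Arabidopsis genome with Bowtie, removed organellar and multi-mapping reads, and called DNase I hypersensitive sites (DHSs) with MACS on the combined reads at an FDR of 0.01. The deposited lists give for each DHS its start, end and summit, the −log10 of its p-value and of its q-value, its fold enrichment over the background of the peak caller and the TAIR10 genes nearby. They hold 7754 DHSs for day 0, 5909 for day 2, 7278 for day 4, and 9135 for day 8, which cover 16008041, 9164754, 12552699, and 21079669 bp, with median lengths of 1792, 1372, 1496, and 1899 bp. The median fold enrichment was 2.34, 2.67, 2.82, and 2.64. Because replicates were pooled before peak calling, the lists have no spread between replicates, and no difference between time points was tested. Intervals given for shares are 95% Wilson intervals and cover counting error only. Lists were compared by the overlap of their intervals by at least 1 bp. The authors' gene columns were used to decide whether a DHS lies near a gene. Between 98.2% and 98.4% of their pairs of gene and DHS have the summit between 3 kb upstream and 1 kb downstream of the gene in the TAIR10.1 annotation used here for gene structures. The read-count scores behind the paper's quantitative comparison were computed from aligned reads, which were not used here. The fold enrichment of each DHS stands in for them, and its Pearson correlation across regions with the scores of Table S6 was 0.364 at day 0, 0.301 at day 2, and 0.452 at day 4, with a Spearman's rho of 0.650, 0.667, and 0.701, over the part of that table analysed here. Regions are not independent replicates.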

In order to study chromatin accessibility at these different stages, we made use of DNase-seq [14]. Furthermore, we performed ChIP-seq experiments to identify stage-specific DNA-binding sites (BSs) of the two MADS-domain TFs, AP1 and SEP3. *SEP3* is a direct target gene of AP1 and becomes strongly expressed around floral stage 3, when the sepal primordia arise (day 3 after floral initiation) [15]. Genome-wide expression analyses were performed in order to detect changes in gene activity between different floral stages.

**Figure 1:**
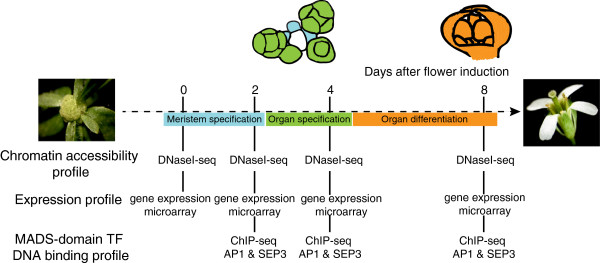
**Overview of the experimental set-up.** Using a system for synchronized floral induction (*pAP1*:AP1:GR *ap1 cal*), different developmental stages were analyzed: meristem specification (stage 2; 2 days after induction), organ specification (stage 4-5; 4 days after induction), and organ differentiation (stage 7-8; 8 days after induction). Around day 4, organ identity genes specify the floral whorls within the meristem, and sepal growth has been initiated. At day 8, sepals are largely differentiated, and the organs in the inner whorls are being formed. The experimental techniques used at each time point are indicated in the lower part of the figure. For illustrative purposes, images of wild-type floral meristems of the respective stages (color) are indicated above the graph.

The ChIP-seq experiments generated high confidence sets of TF-bound regions for each factor and time point (see Additional file 1: Table S1 for an overview and a list of TF-bound regions). Many TF binding events were common to the different time points (Figure 2A), this result also holds when we analyzed each biological ChIP-seq replicate independently (see Additional file 2: Figure S1). For example, 67% of AP1 target genes and 90% of SEP3 target genes identified at day 4 are also present in the day 8 dataset (see Additional file 3: Figure S2A). We also observed a number of stage-specific binding events and potential direct target genes, for example 21% of putative AP1 target genes at day 4 were not found at any other time point (see Additional file 3: Figure S2A). DNA binding of TFs is not a none-or-all phenomenon; rather, quantitative differences in TF occupancy can influence transcriptional behavior [16]. Therefore, we studied quantitative changes in AP1 and SEP3 binding levels between different time points [17,18]. By comparing ChIP-seq peak scores as a measure of relative binding levels, we identified several hundred genomic regions with changes in TF occupancy (fold-change (FC) ≥2; Figure 2B and see Additional file 4: Table S2). In case of significant AP1 binding sites, 26% show differences between days 2 and 4, and 42% between days 4 and 8. For SEP3 binding levels, 1,118 (17%) genomic regions showed changes between days 2 and 4 and 1,003 (12%) between days 4 and 8 (Figure 2B).

**Figure 2:**
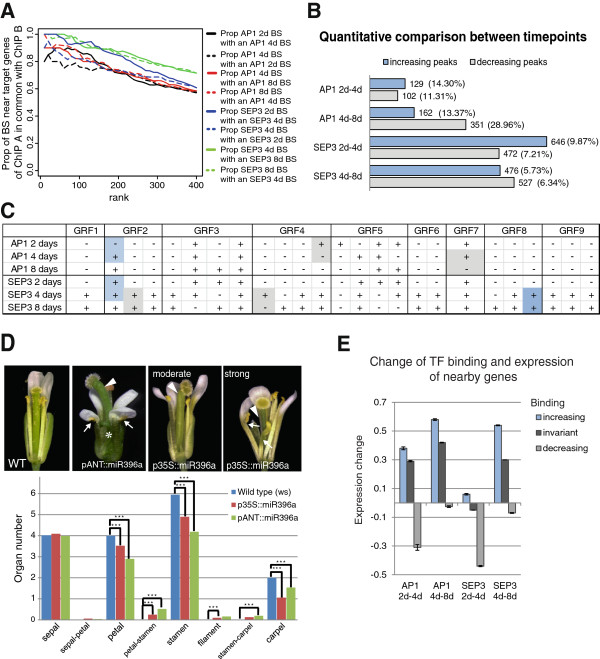
**Developmental dynamics of MADS-domain TF-bound genomic regions. (A)** Proportion of overlapping AP1 or SEP3 BSs between time points depending on their rank (1 = highest rank). Only peaks near genes (3 kb upstream to 1 kb downstream of the gene) were considered. **(B)** Changes in AP1 and SEP3 BSs between consecutive time points. ‘Increasing peaks’ and ‘decreasing peaks’ are genomic regions with a peak score at least two-fold higher or two-fold lower, respectively, when compared with the previous time point. Only significant peaks (FDR <0.001) near genes in at least one time point are considered. **(C)** Summary of AP1 and SEP3 BSs at GRF loci. Each locus has a number of columns depending on the number of different AP1 or SEP3 BSs at any time point. For each column, ‘–’ indicates that the region was not bound and ‘+’ that it was bound (FDR <0.001); two consecutive time points are colored in gray when the ChIP-seq score of the earlier time point is at least two-fold higher than at the later time point and in blue when it is two-fold lower. **(D)** Floral phenotypes of plants expressing miRNA396 from the 35S or p*ANT* promoter. One sepal and petal were removed for visualization. Arrow indicates petal-stamen organs, asterisk indicates conversion of floral organs into filament, arrowhead indicates ovary composed of a single valve in mutant flowers. In the column chart, data are represented as means, 100 flowers of each genotype were assessed. *** indicates significant difference at *P* value <0.001 by unpaired Student’s *t* test. **(E)** Mean change of log10 fold expression of genes in vicinity (up to 1 kb upstream of start or inside the gene) of different classes of AP1- and SEP3-bound genomic regions. Only differentially expressed genes were used (Additional file 7: Table S4). Bars correspond to standard error of mean.

To investigate whether differences in AP1 and SEP3 binding are associated with stage-specific functions of these TFs, we analyzed the over-representation of GO categories in the different datasets. GO enrichment analysis revealed that genes involved in pattern formation, meristem maintenance, organ formation, and polarity are mostly bound by AP1 and SEP3 at early developmental stages (see Additional file 3: Figure S2B). For example, *STERILE APETALA* (*SAP*), a regulator of floral organ patterning [19], and *FILAMENTOUS FLOWER* (*FIL*) [20] and ASYMMETRIC LEAVES 1 and 2 [21], genes controlling axis specification, are among those genes. On the other hand, genes involved in hormonal signaling are more strongly bound at later developmental stages (see Additional file 3: Figure S2B). The results of stage-specific ChIP-seq experiments, in combination with gene expression data, therefore allow to identify stage-specific regulatory interactions.

Among the potential direct target genes of AP1 and SEP3, there is over-representation of specific TF families, and the degree of over-representation for a given family may vary between time points (see Additional file 5: Table S3), suggesting stage-specific regulatory interactions. A family that is over-represented among both AP1 and SEP3 targets at 2, 4, and 8 days (*P* value <0.05) is the GROWTH REGULATING FACTOR (GRF) family (see Additional file 5: Table S3). In particular, all nine GRF family genes are significantly bound by SEP3 (FDR <0.001), although a quantitative difference in binding levels was observed, and five of them are bound by AP1 (Figure 2C). *GRF* genes have well-known roles in leaf growth [22], but no known function in the determination of flower organ identity. Seven out of the nine Arabidopsis *GRF* genes (*GRF1*, *2*, *3*, *4*, *7*, *8*, and *9*) contain a target site for miR396 [22,23]. The floral phenotypes of plants overexpressing miR396a from the 35S or p*ANT* promoters largely resemble the phenotype of a weak *ap1* mutant allele, *ap1*-*3*, suggesting a role of these genes downstream of AP1. In *ap1*-*3* flowers, as well as in miR396a overexpression lines (Figure 2D), the second floral whorl is often occupied by petal-stamen mosaic structures [2,24]. Plants overexpressing miR396a show also a reduction in carpel number (Figure 2D). Severity of the mutant phenotype directly correlates with the level of reduction in GRF transcript abundance (Figure 2D and see Additional file 3: Figure S2C). In summary, these results indicate that, apparently redundant GRF family members are regulated in different ways, and that the phenotype that was observed in the miRNA-directed knockdown lines probably reflects the combined function of these family members in floral meristem patterning and in floral organ differentiation.

We next investigated the relationship at genome-wide level between changes of MADS-domain TF binding and changes in the expression of closely adjacent genes (that is, genes with a binding site within a region 1 kb upstream of the start of the gene or inside the gene) (Figure 2E). We observed a correlation between changes in binding and changes in expression. Genes located near regions with decreasing TF binding preferentially showed a reduction in their expression level, whereas increased TF binding was associated with an increase in the expression of nearby genes (Figure 2E).

In summary, AP1 and SEP3 binding sites overlap substantially between time points, but there is also an important number of BSs specific for each TF at each time point. Moreover, we observed that dynamic changes in AP1 and SEP3 DNA-binding correlate with changes in gene expression.

### Overlap and differences between AP1 and SEP3 DNA binding and potential direct target genes

We found a significant overlap for AP1 and SEP3 target genes (Figure 3A and see Additional file 6: Figure S3A), which is in agreement with previous observations that were made using different plant materials, antibodies for the AP1-GR fusion protein, and time points [15]. In agreement with the fact that SEP3 and AP1 form higher-order protein complexes with the B-class homeotic proteins APETALA3 (AP3) and PISTILLATA (PI), we observed a clear overlap between sets of potential direct target genes (see Additional file 6: Figure S3B) [25].

**Figure 3:**
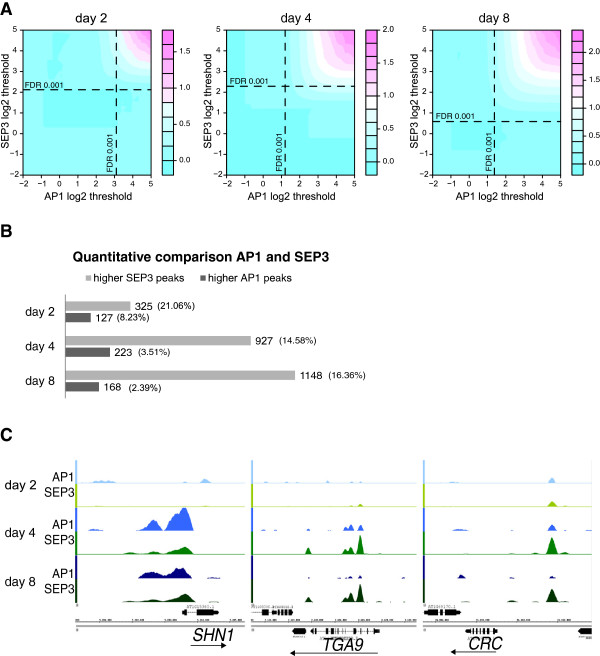
**Overlap and differences between AP1 and SEP3 DNA binding. (A)** Overview of AP1 and SEP3 common target genes obtained from the ChIP-seq datasets at the same time points. The figure shows the ratio between the observed number of common target genes divided by the expected number when the location of AP1 and SEP3 BSs are independent, this expected number was estimated by multiplying the proportion of AP1 BSs by the proportion of SEP3 BSs and by the total number of BSs. The x-axis and y-axis represent the threshold values for declaring a given region as significantly bound by AP1 and SEP3, respectively. **(B)** Changes in AP1 and SEP3 binding at common time points. ‘Higher AP1 peaks’ are genomic regions with AP1 peaks that are at least two-fold higher than the SEP3 peaks, while ‘higher SEP3 peaks’ are genomic regions with AP1 peaks at least two-fold lower than the SEP3 peaks. Only significant peaks (FDR <0.001) located in a region comprising 3 kb upstream and 1 kb downstream of a gene are considered. (Additional file 2: Table S2). **(C)** AP1 and SEP3 binding profiles for selected target genes. *SHINE 1* (*SHN1*) is an example of an AP1 target gene that is most strongly bound at day 4, whereas *TGA9*, a gene involved in anther development, and *CRC*, a gene involved in carpel development, are preferentially SEP3 targets.

Results from Drosophila have shown that while many TFs have common binding sites in the genome, quantitative differences in binding levels correlate with the specific biological functions of different factors [26]. Quantitative comparison of genomic regions that are bound by both AP1 and SEP3 at the same time point shows that between 70% and 80% of the regions have peaks of similar height for both TFs (see Additional file 4: Table S2). Nevertheless, depending on the time point, from about 8% to 2% of all bound regions are preferentially bound by AP1 while a higher number of regions are more strongly occupied by SEP3 (FC ≥2; Figure 3B). For example, *SHN1*, a regulator of epidermal cell morphology of floral organs [27], is preferentially bound by AP1 at day 4. In contrast, *CRABS CLAW* (*CRC*), which is involved in specifying abaxial cell fate in carpels and in nectary formation [28], and *TGACG (TGA) MOTIF-BINDING PROTEIN 9* (*TGA9*), which is involved in anther formation [29] are preferentially bound by SEP3 (Figure 3C). These genes are significantly upregulated throughout all stages of flower development in the gene expression microarray data (see Additional file 7: Table S4). We confirmed the microarray results by quantitative PCR (qPCR) (see Additional file 6: Figure S3C). Thus, differences in quantitative levels of TF occupancy may help to explain target-gene specificity of floral homeotic protein complexes.

### Dynamics of chromatin accessibility during flower development

Mapping of DNase I hypersensitive sites (DHSs) is a well-established method to identify the location of active gene regulatory elements [30]. The DNase I enzyme preferentially digests DNA in regions of low nucleosome occupancy, and DNase I digest of chromatin followed by deep sequencing identifies open or accessible genomic regions at genome-wide scale. DHSs have been found to be correlated with genomic regulatory features such as transcription start sites (TSSs), enhancers, and TF binding sites [31]. Focusing on genomic regions nearby genes (3 kb upstream of the start of the gene and 1 kb downstream of the end of the gene), we found that the overall number of detected high-confidence (FDR <0.01) DHSs at the different time points after AP1 induction vary between 5,680 and 8,789 (see Additional file 8: Table S5). 

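The lists hold 7455 DHSs near genes at day 0, 5680 at day 2, 7014 at day 4, and 8789 at day 8. A further 299, 229, 264, and 346 DHSs have no gene in this window. Of the alternatives set in advance, a −log10 p-value of at least 10 changed the numbers most and left 3187 DHSs near genes at day 2 and 6364 at day 8. The p-values cover different ranges at the 4 time points. The lowest −log10 p-value is 5 at every time point. Leaving aside 8, 3, 5, and 5 DHSs with −log10 p-values above 311 and infinite −log10 q-values, the day 0 list ends at a −log10 p-value of 80.2 and the day 8 list at 226.8. The day 2 list holds no DHS between 27.4 and 65.8 and ends at 74.2, and the day 4 list holds none between 45.5 and 53.2 and ends at 90.7. The −log10 q-value falls as the −log10 p-value rises (Spearman's rho across DHSs −0.88, −0.98, −0.94, and −0.78 for days 0, 2, 4, and 8), and it is 2.00, the FDR threshold, at the lower edge of each of these stretches. Up to a −log10 p-value of 27.4, a limit chosen after seeing the data and reached by every list without such a stretch, there were 5444 DHSs near genes at day 0, 5557 at day 2, 5357 at day 4, and 5677 at day 8.

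**Figure D1:**
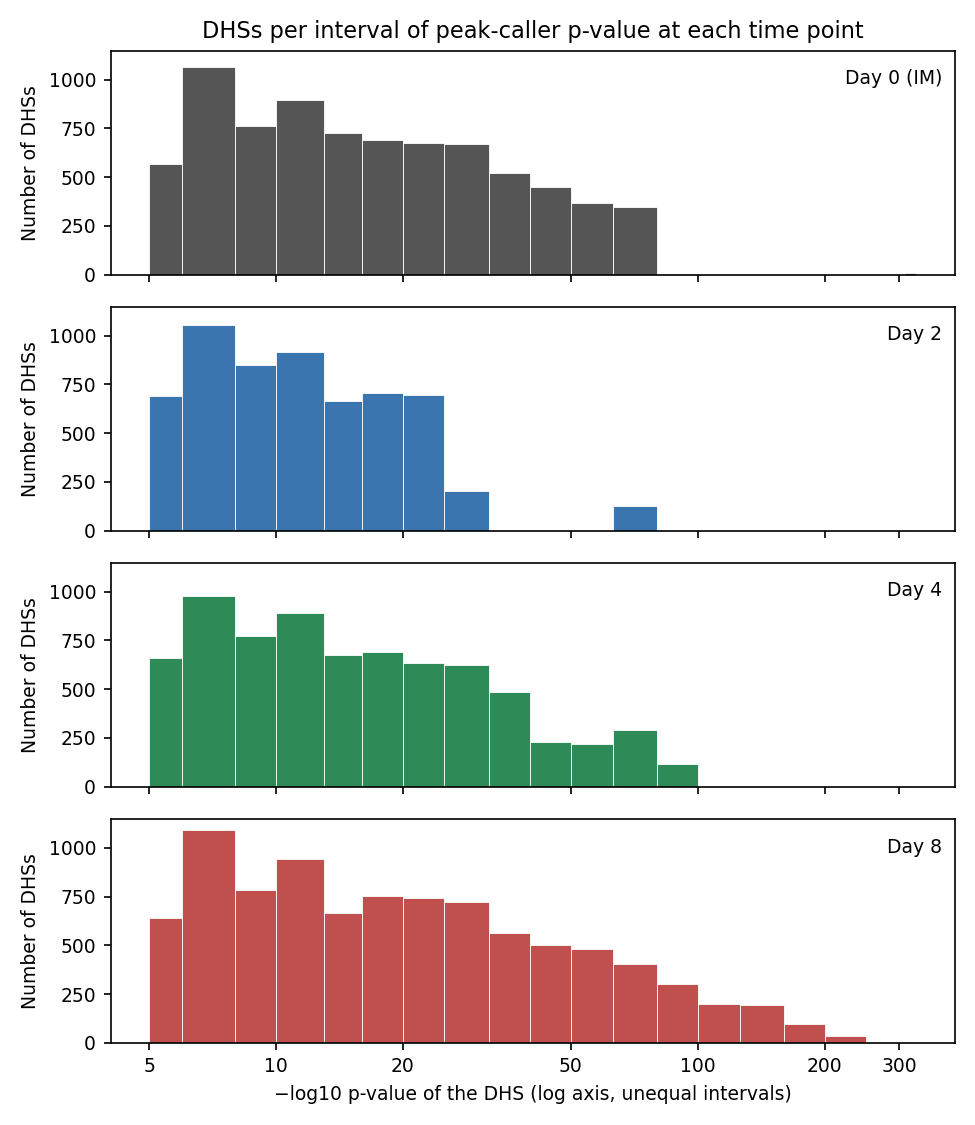
Number of DHSs (vertical axis) in intervals of the −log10 p-value given by the peak caller (horizontal log axis, unequal intervals) for each time point, one panel per time point. The bars are similar up to about 27.4 and end at different values: 80.2 at day 0, 74.2 at day 2 with an empty stretch from 27.4 to 65.8, 90.7 at day 4, and 226.8 at day 8. The 8, 3, 5, and 5 DHSs above 311 are too few to be seen at this scale.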

We observed a high overlap (98.7%) between the DHSs identified at day 8 compared with the 41,193 previously identified DHSs in wild-type inflorescences (stages 1 to 11) [11], the larger number of DHSs in wild-type inflorescences may be a consequence of using tissue that represents a mixture of different stages. Whereas the majority of DHSs were invariant across consecutive time points (FC < √2), 1,370 quantitative changes in chromatin accessibility (measured as changes in DHS peak score) were detected. 

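Of the DHSs near genes, 64.9% at day 0 (95% Wilson interval 63.8% to 66.0%) overlapped a DHS at day 2, and 87.8% at day 2 (87.0% to 88.7%) overlapped one at day 0. Between days 2 and 4 the shares were 84.8% of the day 2 DHSs (83.8% to 85.7%) and 68.6% of the day 4 DHSs (67.5% to 69.7%). Between days 4 and 8 they were 93.0% of the day 4 DHSs (92.4% to 93.6%) and 69.7% of the day 8 DHSs (68.7% to 70.6%). Requiring summits within 150 bp lowered these shares most, from 93.0% to 62.0% for day 4 DHSs found at day 8. The share depended on the p-value. Of the day 0 DHSs with a −log10 p-value from 5 to 10, which all lists cover, 55.3% overlapped a day 2 DHS. Of those from 10 to 20, 86.8% overlapped a day 2 DHS, and of those from 50 to 80, where the day 2 list holds few DHSs, 28.2% did, whereas 98.8% of the latter overlapped a day 8 DHS. For the quantitative comparison, the summits of all time points were extended by 75 bp on either side and merged into 13524 regions, 12964 of them near genes. Regions with a summit at both time points of a pair were compared by their fold enrichment after quantile normalization. With the paper's threshold of √2, 58 changes were found over the 3 pairs of consecutive time points.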

While there were only a small number of changes in DHS peak score comparing the different meristematic stages, the transition to organ differentiation (day 4 to 8) was found to be associated with the most changes in chromatin accessibility. 

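By fold enrichment, 1 of 4220 regions with a DHS summit at both day 0 and day 2 increased by more than √2 and 0 decreased. Between days 2 and 4, 0 of 4270 regions increased and 1 decreased. Between days 4 and 8, 43 of 4505 regions increased and 13 decreased, or 1.24% of the regions compared. Without normalization the earliest pair had 41 increasing regions, and the counts of the last pair turned to 12 increasing and 43 decreasing. When DHSs were matched by overlapping intervals in place of summits, 3 increased and 14 decreased from day 0 to 2, 22 and 2 from day 2 to 4, and 136 and 41 from day 4 to 8. A ratio can be computed only where a DHS was called at both time points. Counted as presence or absence, 691 DHSs near genes were gained and 2617 lost from day 0 to 2, 2204 gained and 866 lost from day 2 to 4, and 2666 gained and 488 lost from day 4 to 8. The DHSs lost from day 0 to 2 had a median −log10 p-value of 18.6 and those gained from day 2 to 4 one of 28.8, against 9.49 for those gained from day 4 to 8. The day 2 list holds no DHS between 27.4 and 65.8. Up to 27.4, a limit chosen after seeing the data, 619 gained and 1450 lost DHSs remained from day 0 to 2, 1048 and 846 from day 2 to 4, and 2139 and 449 from day 4 to 8. The paper concludes from its scores that most changes in accessibility accompany the transition to organ differentiation.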

There were significantly more differences between day 4 to 8 than between the earlier time points (*P* <2.2e-16, χ^2^ test) (see Additional file 9: Table S6). A total of 1,304 DHSs (11.8% of all DHSs detected at days 4 and 8) show quantitative differences in DHS peak score between days 4 and 8, with a slight preponderance of changes leading to increased accessibility (Figure 4A). 

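Between days 4 and 8, the 56 regions past the threshold by fold enrichment comprised 43 with increased and 13 with decreased accessibility. A ratio above 1.5 left 10 increasing and 4 decreasing regions, and a ratio above 2 left 0 of either. Gained DHSs made up 30.3% of the DHSs near genes at day 8, and lost DHSs 6.96% of those at day 4. The gained DHS with the highest fold enrichment, 4.43, lies on chromosome 1 from 4525255 to 4529581, with its summit in an untranslated exon of GATL3 (AT1G13250) and 2514 bp upstream of RTFL17 (AT1G13245). The next has a fold enrichment of 4.37 and lies on chromosome 1 from 4711638 to 4714161, with its summit 433 bp upstream of AFP2 (AT1G13740). The third, with a fold enrichment of 4.36, lies on chromosome 1 from 615667 to 618819, with its summit 587 bp upstream of CEL2 (AT1G02800). Their −log10 p-values are 129.9, 129.1, and 117.3, a range in which the day 4 list, which ends at 90.7 apart from 5 DHSs above 311, holds no DHS. Among lost DHSs the highest fold enrichment, 5.06, was on chromosome 4 from 18320847 to 18325200, with its summit 1862 bp upstream of BRI1 (AT4G39400). A fold enrichment of 4.65 was found on chromosome 5 from 20940519 to 20946956, 517 bp upstream of EXL3 (AT5G51550). Both are among the 5 day 4 DHSs with an infinite −log10 q-value. Their −log10 p-values are 318.87 and 318.35, and the day 8 list holds no DHS between 226.8 and 314.4. A somewhat lower value at day 8 would leave them out of that list, so these 2 cannot be told from sites that stayed open. The third lost DHS, with a fold enrichment of 4.38, lies on chromosome 1 from 26438499 to 26441001, with its summit in an untranslated exon of CYCD1;1 (AT1G70210).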

Distinct clusters of differentially expressed genes were identified: those specific to early meristematic stages (clusters 1 and 2), transiently activated (cluster 6) or repressed (cluster 4) and genes that are specific to later floral stages (cluster 5) (Figure 4B). The trends in gene expression are reflected in concordant changes in chromatin accessibility: for example, genes that are expressed predominantly during meristematic stages of flower development (cluster 2), show over-representation of decreasing DHSs towards later stages (day 8). On the other hand, genes that are specifically activated later during floral organ development (cluster 5) show preferentially concordant increase in accessibility (see Additional file 10: Figure S4A). These data support the idea that changes in accessible genomic regions are linked with different sets of genes being active in meristematic cells *versus* differentiating tissues.

**Figure 4:**
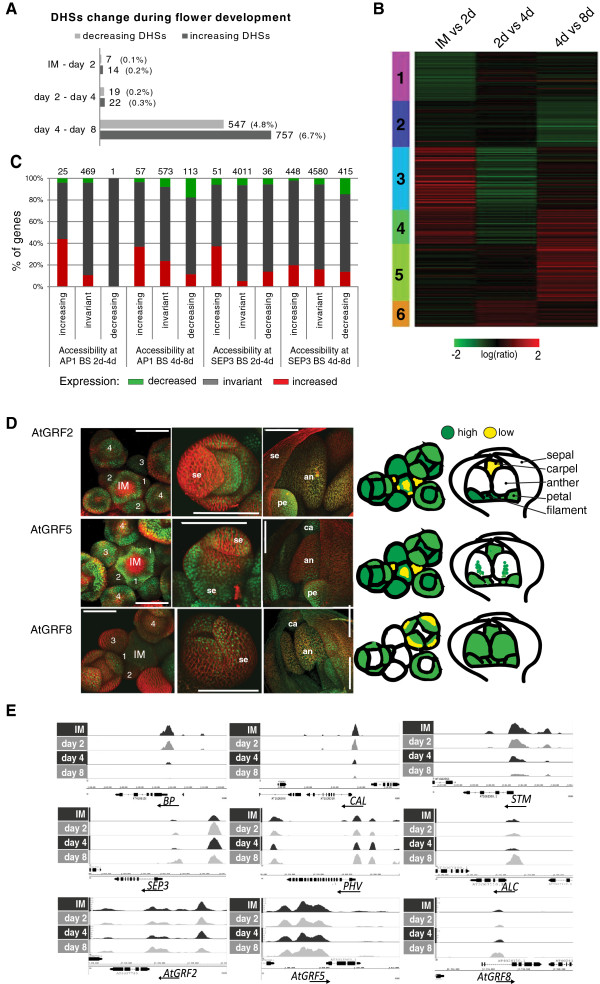
**Dynamics of chromatin accessibility in *Arabidopsis *flower development. (A)** Quantitative changes in DHSs between IM and day 2, 4, and 8 after flower induction for genomic regions detected as open chromatin at any time point and located nearby genes (3 kb upstream to 1 kb downstream of a gene). **(B)** K-means cluster analysis of differentially expressed genes. All the genes detected as differentially expressed (BH <0.05 and FC >1.8) in at least one time point comparison (IM *vs.* 2d, 2d *vs.* 4d, and 4d *vs.* 8d) are represented. **(C)** Percentage of genes in vicinity of AP1 or SEP3 and different classes of DHS, classified according to their expression change between days. Numbers above the bars show the total number of genes in the group. In all four cases there is a significant change of fractions across categories of DHS (χ2 test, *P* <0.001). **(D)** Confocal images of expression patterns of *pGRF*::*GRF-GFP* fusions in inflorescence meristems and during flower development. Expression patterns are summarized in schematic drawings on the right. Numbers indicate floral stage according to Smyth et al. [13], IM: inflorescence meristem, se: sepal, pe: petal, an: anther and ca: carpel. **(E)** Examples of TF gene loci that have DHSs with decreasing accessibility (top) and increasing accessibility (center) after flower induction. Genes involved in meristem identity like *STM*, *BREVIPEDICELLUS* (*BP*) and *CAL* show decreasing DHS peaks. On the other side, genes involved in flower organ initiation and determination like *SEP3*, *PHV*, and *ALC* show increased DHSs. In the bottom part of the figure are shown the accessibility profiles for *AtGRF2*, *AtGRF5*, and *AtGRF8* loci are shown. DNase I hypersensitivity profiles at *AtGRF2* and *AtGRF5* loci do not change during time while an increase in accessibility is found for *AtGRF8* locus between day 4 and 8.

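BP (AT4G08150, chromosome 4 from 5147699 to 5151159, minus strand) has a DHS whose summit lies in an untranslated exon at its 5′ end at days 0, 4, and 8. Its fold enrichment was 2.68 at day 0, 2.79 at day 4, and 1.98 at day 8, and its −log10 p-value was 58.8, 31.3, and 11.6. At day 2 the list holds no DHS at this place, and the only DHS of the gene is 2004 bp upstream with a fold enrichment of 3.05. A −log10 p-value of 31.3 to 58.8 lies in the stretch that is empty in the day 2 list. The paper's own score at this place in Table S6 is 2.64 at day 2 and 1.87 at day 4, a log2 ratio of −0.50. CAL (AT1G26310) has 1 DHS at each of days 0, 2, and 4 and 0 at day 8.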

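For GRF2 (AT4G37740, chromosome 4 from 17725337 to 17727909, minus strand) the lists hold a DHS only at day 8, from 17721536 to 17726328, with its summit in an untranslated exon, a fold enrichment of 2.60 and a −log10 p-value of 67.6. For GRF5 (AT3G13960, chromosome 3 from 4608076 to 4610497, plus strand) they hold a DHS only at day 4, from 4602079 to 4612014, with its summit 1087 bp upstream, a fold enrichment of 4.16 and a −log10 p-value of 312.4. The −log10 p-value of the GRF5 DHS lies in a stretch from 226.8 to 314.4 in which the day 8 list holds no DHS. The other lists also have stretches without DHSs, so absence from a list cannot show that accessibility at GRF2 or GRF5 changed. GRF8 (AT4G24150) has 0 DHSs at days 0 and 2, 1 at day 4 and 2 at day 8.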

Next, we studied the relationship between changes in accessibility level of AP1- or SEP3-bound regions and expression of closely adjacent genes. Change in chromatin accessibility between meristematic tissues and differentiating floral organs is related with a corresponding change of expression of nearby genes (Figure 4C). This relation is statistically significant for both AP1- and SEP3-bound loci comparing days 2 to 4 and days 4 to 8 (*P* <0.001; χ2 test), where the proportions of upregulated genes are larger for regions with increased accessibility, and the proportions of downregulated genes are correspondingly smaller. Using members of the GRF family as an example, we analyzed how variations in chromatin accessibility were associated with differences in spatiotemporal gene activity. 

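GRF8 (AT4G24150) lies on chromosome 4 from 12535972 to 12539576 on the plus strand. At day 4 its only DHS, from 12536319 to 12537533, had its summit in an intron, a fold enrichment of 3.13 and a −log10 p-value of 11.9. At day 8 the overlapping DHS, from 12535809 to 12537646, also had its summit in the intron, with a fold enrichment of 2.93 and a −log10 p-value of 31.5. A second DHS at day 8, from 12533491 to 12535543, had its summit 1787 bp upstream, a fold enrichment of 2.02 and a −log10 p-value of 5.01, close to the lowest value in the list. Around this upstream summit the reference sequence from 12534170 to 12534200 is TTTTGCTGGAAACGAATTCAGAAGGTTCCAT.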

*GRF8* shows an increased SEP3 BS between days 4 and 8 and GRF8 chromatin becomes more accessible in differentiating floral organs (day 8) (see Additional file 9: Table S6). GFP reporter gene analyses show that the GRF8 protein is, in contrast to other factors such as GRF2 and 5, not expressed in flower meristems, and its expression increases in differentiating organs (Figure 4D,E).

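STM (AT1G62360) lies on chromosome 1 from 23058582 to 23062063 on the minus strand. At day 4 it had 2 DHSs. One, from 23061110 to 23062939 with its summit in a coding exon, had a fold enrichment of 3.70 and a −log10 p-value of 73.1. The other, from 23062986 to 23064749 with its summit 1801 bp upstream, had a fold enrichment of 2.45. At day 8 the coding-exon DHS remained, from 23061171 to 23062977, with a fold enrichment of 2.19 and a −log10 p-value of 21.4, and the upstream one was not in the list. At days 0 and 2 the lists hold 0 DHSs for STM. The day 0 list has no DHS with a −log10 p-value from 80.2 to 311.6. The day 2 list has none from 27.4 to 65.8 or 74.2 to 312.3. Both hold DHSs with −log10 p-values like those of STM at days 4 and 8. The values STM would have had at days 0 and 2 are unknown, so these stretches remain a possible reason for its absence.

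**Figure D2:**
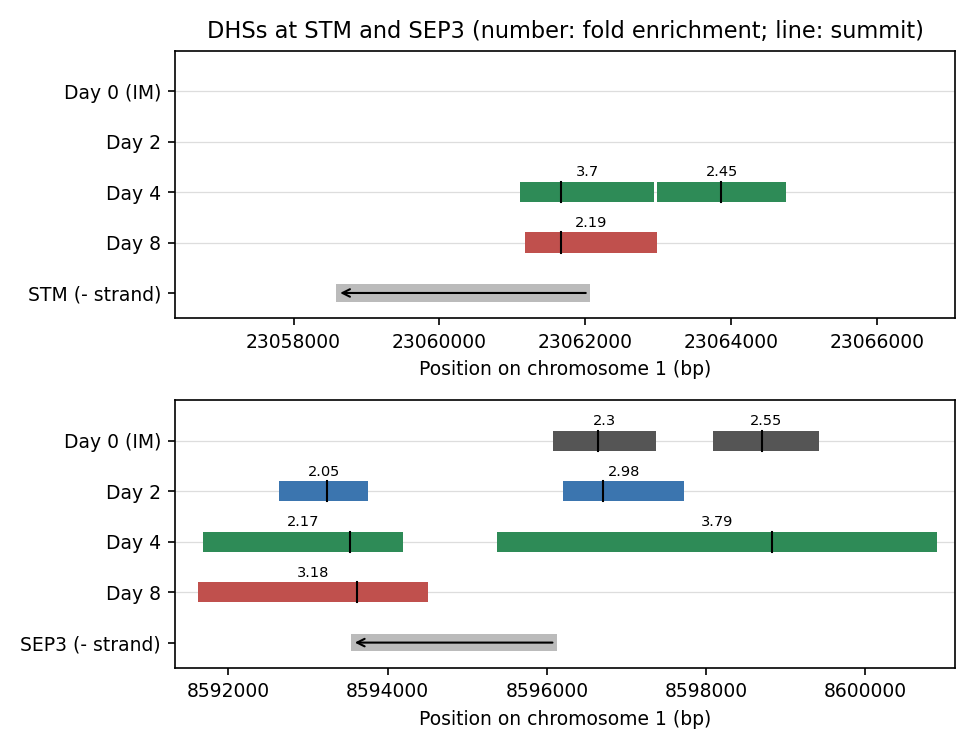
DHSs of each time point at STM (top) and SEP3 (bottom) by position on chromosome 1 in bp. Coloured bars are DHSs with their fold enrichment above, black lines are summits, grey bars are the genes with arrows in the direction of transcription. STM has DHSs at days 4 and 8, with 3.70 falling to 2.19 at the 5′ end of the gene, and the SEP3 upstream DHS of 2.55 at day 0 and 3.79 at day 4 has no counterpart at its summit at day 2.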

General meristematic regulators are found among genes with a decrease in both accessibility and expression, such as *SHOOT MERISTEMLESS* (*STM*) (Figure 4E). These data are consistent with previous findings, which report *STM* expression mainly in meristems, while the expression is later restricted to cells in the gynoecium, which give rise to ovules [32]. 

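AIL6 (AT5G10510, chromosome 5 from 3315401 to 3320323, plus strand) had a DHS about its upstream region, with the summit 1547 bp upstream and a fold enrichment of 2.50 at day 0, and 1529 bp upstream with 2.80 at day 4. That DHS was in neither the day 2 nor the day 8 list. A DHS in an intron had a fold enrichment of 3.22 at day 4 and 2.71 at day 8. CAL (AT1G26310, chromosome 1 from 9099994 to 9103644, minus strand) had a DHS with its summit between 97 and 178 bp upstream at days 0, 2, and 4. Its fold enrichment was 2.11, 2.68, and 2.52 and its −log10 p-value 8.93, 11.8, and 7.44, and there was no DHS at day 8. The paper's own scores there in Table S6 are 1.16, 1.38, and 1.13 at days 0, 2, and 4. SAP (AT5G35770, chromosome 5 from 13936086 to 13940867, minus strand) had 0 DHSs at days 0, 2, and 4. At day 8 it had 3, with summits in an untranslated exon and in introns. Their fold enrichments were 2.27, 2.19, and 2.37 and their −log10 p-values 8.96, 5.25, and 13.1. Each earlier list has stretches of −log10 p-value without DHSs, so absence from it cannot show that SAP was closed.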

A decrease in chromatin accessibility and expression is also found for loci that control early patterning processes in floral meristems, such as *AINTEGUMENTA-LIKE 6* (*AIL6*), *CAULIFLOWER* (*CAL*) (Figure 4E), and *STERILE APETALA* (*SAP*). These data are corroborated by previous studies that reported predominant expression of *AIL6*[33], *SAP*[19], and *CAL*[34] in meristems and young developing floral organ primordia (see Additional file 9: Table S6 and see Additional file 7: Table S4). Among the genes that show an increase in accessibility during flower development are a number of genes with specific roles in floral organ development, as well as more general regulators of organogenesis and growth. 

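SEP3 (AT1G24260) lies on chromosome 1 from 8593536 to 8596123 on the minus strand. A DHS with its summit 516 bp upstream at day 0 and 588 bp upstream at day 2 rose in fold enrichment from 2.30 to 2.98 and in −log10 p-value from 11.8 to 17.7. A second DHS, with its summit 2575 bp upstream, had a fold enrichment of 2.55 and a −log10 p-value of 18.5 at day 0. At day 2 it was not in the list. At day 4 a single DHS from 8595378 to 8600895 covered both places, with a fold enrichment of 3.79 and a −log10 p-value of 82.4. For the place of the second DHS the paper's own scores in Table S6 are 1.66 at day 0 and 2.40 at day 2, a log2 ratio of 0.53, and for the first 2.00 and 2.52, a log2 ratio of 0.33. At day 8 the list holds neither upstream DHS. The DHS at the 3′ end had a fold enrichment of 3.18 at day 8, against 2.05 at day 2 and 2.17 at day 4. It was not in the day 0 list. The paper's own score at its day 2 summit is nevertheless 3.00 at day 0 and 3.70 at day 2. The day 0 score is higher there than at either upstream place, so absence from the day 0 list does not show closed chromatin.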

For example, the *SEPALLATA3* locus is among the earliest genes with increased accessibility (day 2). 

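PHV (AT1G30490) lies on chromosome 1 from 10796124 to 10801093 on the minus strand. The DHS at its 5′ end, with the summit in an untranslated exon or within 9 bp of it, had a fold enrichment of 2.86 at day 0, 3.13 at day 2, and 3.62 at day 4. A DHS with its summit 1074, 1071, and 1058 bp upstream had 2.37, 3.07, and 3.50 at these time points. The DHS downstream of the gene had 2.42, 2.27, and 3.01. Another DHS, with its summit 2721 bp upstream at day 0, had 2.05 at day 0, was not in the day 2 list, and had 2.30 at day 4. At day 8 the 5′ DHS, now spanning 10800408 to 10802668, had a fold enrichment of 3.27. The paper's own scores in Table S6 at the 5′ end are 1.87 at day 0 and 1.72 at day 2, a log2 ratio of −0.12, with a log2 ratio of 0.19 from day 2 to 4. For the downstream DHS they are 1.34, 1.29, and 1.50, with log2 ratios of −0.05 and 0.21. For the DHS 2721 bp upstream they are 0.879, 0.830, and 0.986, with log2 ratios of −0.08 and 0.25. For the DHS 1074 bp upstream the score rose from 0.955 at day 0 to 1.06 at day 2, a log2 ratio of 0.15. Over the whole lists the median fold enrichment also rose, from 2.34 at day 0 to 2.67 at day 2 and 2.82 at day 4.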

Other examples for genes with increased accessibility at day 4 include patterning genes like *PHAVOLUTA* (*PHV*) (Figure 4E). All these genes show a corresponding increase in expression. 

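ALC (AT5G67110, chromosome 5 from 26785106 to 26786431, minus strand) had 1 DHS at every time point, with its summit between 95 and 317 bp upstream. Its fold enrichment was 2.22 at day 0, 2.81 at day 2, 2.39 at day 4, and 3.27 at day 8, and its −log10 p-value rose from 9.20 at day 4 to 22.9 at day 8. NGA3 (AT1G01030, chromosome 1 from 11649 to 13714, minus strand) had 0 DHSs at days 0, 2, and 4 and 3 at day 8. Their summits lay 162 bp downstream, 259 bp upstream and 2972 bp upstream of the gene, with fold enrichments of 1.97, 2.31, and 3.11. Their −log10 p-values were 5.07, 20.2, and 23.2, all below the limits above which the other lists lack DHSs. The values NGA3 would have had at days 0, 2, and 4 are unknown.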

Among the genes that show predominantly increased accessibility from day 4 to day 8 (see Additional file 9: Table S6) are for example TFs known to be involved in the formation of carpels, ovules and seeds, like *ALCATRAZ* (*ALC*) and *NGATHA3* (*NGA3*) (Figure 4E and see Additional file 9: Table S6). In accordance with the idea that different promoter elements may control different aspects of gene regulation, we found that at a subset of those loci, individual DHSs change in opposite fashion: some DHS peaks increase, while others in the same promoter decrease (see Additional file 10: Figure S4B).

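Between days 4 and 8, 4727 genes had a gained DHS nearby and 933 a lost DHS, and 101 genes had both. Adding DHSs that passed the ratio of √2 gave 103 genes. The number depends on what counts as the same DHS: when 2 DHSs had to overlap reciprocally by 50%, 1430 genes had both a gained and a lost DHS.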

In summary, we found that changes in chromatin accessibility occur mainly between days 4 and 8 and that they correlate with changes in gene expression.

### Footprints of MADS-domain TF binding sites in flower development

The binding of a TF protects the DNA from DNase I digestion, creating a specific ‘footprint’ [35]. We analyzed footprint patterns caused by protection of DNA upon AP1 or SEP3 binding. The time-series ChIP-seq data indicate that AP1 and SEP3 show quantitative differences in TF occupancy levels at different developmental stages (Figure 2). As MADS-domain TFs assemble into protein complexes in a combinatorial fashion, these differences may reflect changes in complex composition resulting in changes in DNA-binding specificity. In line with previous results [15,36], *de novo* identification of DNA sequence motifs in genomic regions bound by AP1 and SEP3 resulted mainly in motifs representing CArG boxes (see Additional file 10: Figure S4C). The generic CArG-box motif (hereafter named ‘CArG box 1’), which was identified both in the AP1 and the SEP3 datasets, possesses [A/T] stretches of variable length outside the central CC[A/T]_6_GG core. Thus, for AP1 and SEP3 we identify a longer consensus sequence than the canonical CArG-box motif: TTxCC[A/T]_6_GGxAA. A second CArG motif, lacking an [A/T] stretch on one side of the CArG-box, was identified in SEP3-bound regions (hereafter named ‘CArG box 2’). The generic CArG-box 1 has a footprint with a central dip corresponding to the region that is highly protected to the cutting of DNase I, indicating a possible contact between the protein and the nucleotide at that position (Figure 5A). In contrast, CArG-box 2 shows a footprint that suggests exposure of the DNA in the centre of the CArG-box (Figure 5B). By comparing the frequency of footprints at different developmental stages (Figure 5, left panels), we found that the genomic sequences corresponding to CArG-box 1 are similarly bound at all developmental stages. In contrast, those corresponding to CArG-box 2 show increasing frequencies of footprints at day 8 compared to earlier time points. This suggests that CArG-box 2 is more predominantly (though not exclusively) bound by SEP3 complexes lacking AP1 later in flower development. Indeed, among genes with the CArG box 2, we found an over-representation of GO categories involved in late reproductive processes, such as carpel, stamen, and anther development (see Additional file 10: Figure S4D). In summary, our data suggest that different CArG motifs are characterized by different footprint profiles and show temporal differences in their occupancy in flower development. The stage-specific enrichment of CArG motifs suggests a role in of combinatorial protein interactions in the spatiotemporal dynamics of AP1 and SEP3 DNA binding.

**Figure 5:**
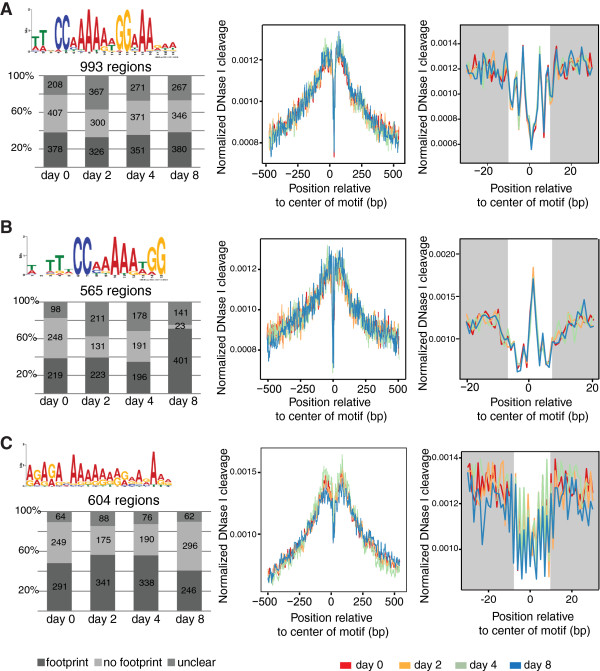
**DNase I footprints created by TF binding at different time points of flower development.** CArG box motifs were identified by MEME-ChIP in the AP1 and SEP3 peak regions (full list of motifs identified by MEME-ChIP in Additional file 3: Figure S4C). Footprints for selected motifs are shown in the right part of the Figure. **(A)** CArG-box 1 produces footprints at similar frequency at every time point. **(B)** CArG-box 2, identified only in the SEP3 ChIP-seq data, shows an increased footprint frequency at day 8. **(C)** An example of GA-rich motif, which produces more frequently footprints at early time points of flower development.

In agreement with previous findings [11,37], we also identified GA-rich sequence motifs in the genomic regions bound by AP1 and SEP3 (see Additional file 10: Figure S4C). Candidate proteins that bind to this motif are among others the BASIC PENTACYSTEINE (BPC) transcriptional regulators, which control multiple aspects of plant development [38]. Recently it was shown that BPC proteins interact with MADS-domain proteins to regulate their target genes [39]. For this motif, footprints are most frequently detected in the day 2 and 4 datasets (*P* ≤0.01, χ^2^ test), that is, during early stages of floral meristem development (Figure 5C). Thus, our data suggest a developmentally dynamic function of the GA-rich motif. However, its exact role and which factors bind to this motif remain to be determined.

### MADS-domain TF DNA binding precedes changes in chromatin accessibility

In order to understand the dynamic relationship between chromatin accessibility and MADS-domain TF binding, we tested whether TF-bound genomic regions reside within DHSs (Figure 6). At the earliest time point after floral induction, day 2, the vast majority of AP1- and SEP3-bound regions (73% and 68%, respectively) do not reside in DHSs. However, the overlap increases at later time points as development progresses, associated with a generally higher number of detected DHSs at later time points (Additional file 8: Table S5). 

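Of the 416 AP1-bound regions near genes at day 2 in Table S1, 111 overlapped a day 2 DHS by at least 1 bp, a share of 26.7% (95% Wilson interval 22.7% to 31.1%), and 305 did not. Of the 1521 SEP3-bound regions near genes at day 2, 489 overlapped a DHS (32.1%, 29.9% to 34.5%) and 1032 did not. When the day 2 DHSs were placed at random positions near genes 10000 times, the median share was 8.17% for AP1 and 8.28% for SEP3, and the highest was 15.1% and 12.2%. The same AP1-bound regions of day 2 were also compared with the DHSs of the other time points. 47.6% (42.8% to 52.4%) lay in a DHS before induction, 53.4% in a DHS at day 4, and 74.8% in a DHS at day 8. Of the 305 AP1-bound regions outside day 2 DHSs, 82 lay in DHSs of both day 0 and day 4, and 76 lay in no DHS of the other 3 time points. The day 2 list holds no DHS with a −log10 p-value from 27.4 to 65.8. Among the alternatives set in advance, DHSs narrowed to 75 bp on either side of the summit moved the share most, to 17.3% for AP1 and 16.1% for SEP3. With DHSs of any of the 4 time points, an alternative chosen after seeing the data, the shares were 81.7% and 79.8%.

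**Figure D3:**
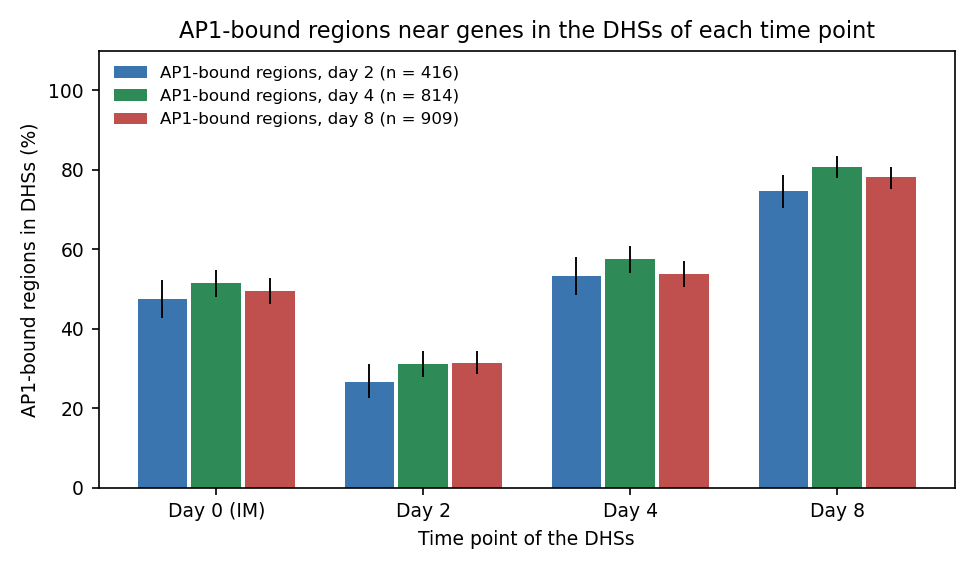
Share of AP1-bound regions near genes that overlap a DHS, in percent, for the regions bound at day 2 (n = 416), day 4 (n = 814), and day 8 (n = 909), by the time point of the DHSs. Bars are shares and error bars 95% Wilson intervals. The regions of day 2 lie in DHSs of day 2 in 26.7% of cases, in DHSs of day 0 in 47.6%, and in DHSs of day 8 in 74.8%.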

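For AP1-bound regions near genes, the share in DHSs of the same day was 26.7% at day 2 (95% Wilson interval 22.7% to 31.1%), 57.5% at day 4 (54.1% to 60.8%), and 78.1% at day 8 (75.3% to 80.7%). With an equal number of 5909 DHSs per time point, ranked by −log10 p-value, the shares were 26.7%, 52.2%, and 68.8%. Against one and the same list the bound regions of the 3 days had similar shares: 26.7%, 31.1%, and 31.5% in day 2 DHSs for the regions bound at days 2, 4, and 8, and 74.8%, 80.8%, and 78.1% in day 8 DHSs. In DHSs of day 0 the shares were 47.6%, 51.5%, and 49.6%. Part of these regions are the same sites, as 82.7% of the AP1-bound regions of day 2 overlapped one of day 4 and 65.2% of those of day 4 one of day 8. In the other direction the shares were lower. Of the day 4 regions, 39.7% overlapped one of day 2, and of the day 8 regions, 26.1% overlapped one of day 2 and 58.4% one of day 4.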

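At day 4, 468 of 814 AP1-bound regions near genes overlapped a day 4 DHS, or 57.5%. At random positions near genes the DHSs gave a median share of 11.4% and at most 15.6% in 10000 placements. For SEP3 at day 4 the part of Table S1 analysed here covers chromosome 1, where 599 of 1135 bound regions near genes overlapped a DHS, or 52.8% (95% Wilson interval 49.9% to 55.7%). At day 8, 710 of 909 AP1-bound regions overlapped a DHS, or 78.1%, against a random median of 17.7%. SEP3-bound regions of day 8 were not analysed here.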

At day 4, over 50% of the sites bound by AP1 or SEP3 reside in DHSs, a fraction that increases to about 75% at day 8 (Figure 6A). We see a significant relation between change in binding and accessibility of sites between 4 and 8 days. This relation is mainly explained by an over-representation of sites with both decreased binding and decreased accessibility (see Additional file 11: Table S7).

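Table S2 gives 351 AP1-bound regions near genes with decreased, 699 with invariant, and 162 with increased binding from day 4 to day 8. A day 4 DHS overlapped 195, 398, and 63 of them. Of these, 13 with decreased binding had no DHS at day 8, or 6.67% (95% Wilson interval 3.94% to 11.1%). Among regions with invariant binding 23 lost their DHS (5.78%, 3.88% to 8.52%), and among those with increased binding 7 did (11.1%, 5.49% to 21.2%). The intervals overlap. Among 10000 random lists of the same size drawn from all the regions with a day 4 DHS, the share for decreased binding lay at percentile 46.8. Counting also DHSs whose fold enrichment fell below 1/√2, 17, 23, and 7 regions had decreased accessibility, so the additional 4 were all at regions with decreased binding. With an equal number of DHSs per time point, 17.8% of the regions with decreased, 9.56% of those with invariant, and 11.1% of those with increased binding had lost their DHS. The median log2 ratio of fold enrichment was −0.05 for decreased, 0.02 for invariant, and −0.01 for increased binding.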

**Figure 6:**
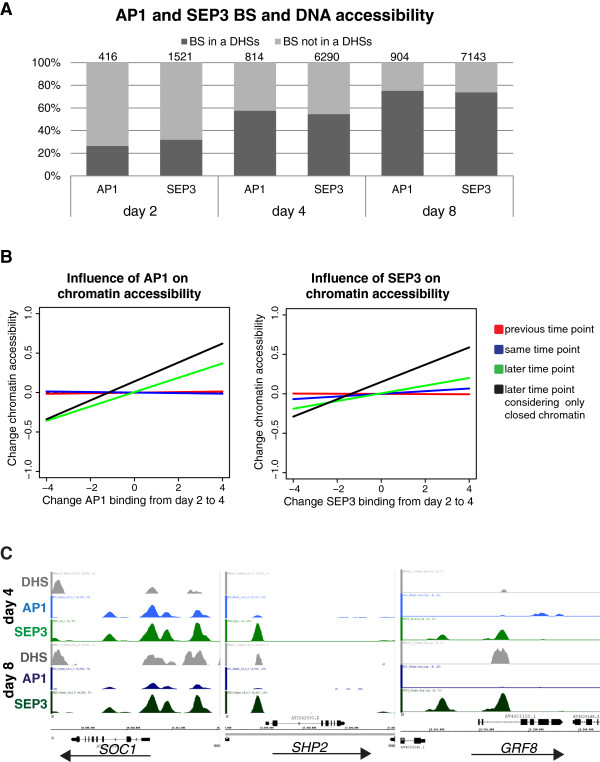
**MADS-domain TF binding determines chromatin accessibility changes. (A)** Overlap between AP1- and SEP3-bound genomic regions and DHSs at the different time-points after floral induction. Graph shows percentage of bound regions. Significant AP1 and SEP3 BSs located 3 kb upstream and 1 kb downstream of genes are considered. **(B)** Change in AP1 and SEP3 binding precedes change in chromatin accessibility. Regression lines with regression coefficients (Pearson correlation) between change in AP1 and SEP3 binding from day 2 to day 4 and change in DHSs between the different time points. A correlation is found only between change in AP1 and SEP3 binding from day 2 to day 4 and change in DHS from day 4 to day 8. The correlation is stronger when only closed regions (FDR >0.04) at day 4 are considered. Correlation is obtained considering AP1 or SEP3 BSs located in a range of 3 kb upstream and 1 kb downstream of at least one gene. **(C)** Examples of AP1 and SEP3 targets where DNA-binding events in closed chromatin at day 4 precede a more open chromatin state at the later stage.

Under the hypothesis that MADS-domain TFs have a role in the modulation of chromatin accessibility, we should expect that quantitative changes in MADS-domain TF DNA binding should precede corresponding changes in chromatin accessibility during development (but not *vice versa*). 

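Table S2 lists 902 AP1-bound regions near genes that were compared between days 2 and 4, of which 129 increased and 102 decreased in binding. Accessibility change was taken as the log2 ratio of quantile-normalized fold enrichment where a DHS overlapped the region at both time points. Across 468 such regions, the change in AP1 binding from day 2 to 4 had a Pearson correlation of 0.258 with the change in accessibility from day 4 to 8 (95% interval 0.171 to 0.341, Spearman's rho 0.265), with a slope of 0.065 (standard error 0.011). For the change in accessibility from day 2 to 4 the correlation was 0.217 across 240 regions (0.093 to 0.335, Spearman's rho 0.176), with a slope of 0.036 (standard error 0.010). For the change from day 0 to 2 it was −0.156 across 226 regions (−0.280 to −0.026). The intervals treat regions as independent replicates, which they are not. Those for the simultaneous and the later change overlap, and the difference between the correlations was not tested. When regions with a DHS at only one of the time points were kept by setting the missing fold enrichment to 1, the correlations were 0.114 with the later, 0.062 with the simultaneous and 0.030 with the earlier change. Of the 399 regions without a DHS at day 4, 39 of 55 with increased binding had a DHS at day 8 (70.9%, 95% Wilson interval 57.9% to 81.2%), as had 182 of 292 with invariant binding (62.3%, 56.6% to 67.7%) and 28 of 52 with decreased binding (53.8%, 40.5% to 66.7%). The share for increased binding lay at percentile 89.2 among 10000 random lists of the same size, and the share for decreased binding at percentile 6.83. With random lists matched on the day 4 AP1 score the percentiles were 86.0 and 28.0. The paper reasons that, if MADS-domain TFs modulate chromatin accessibility, changes in their binding should come before the corresponding changes in accessibility, and it reads the stronger correlation with the later change in this way.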

In agreement with this idea, we found that increase in levels of DNA binding by AP1 or SEP3 from day 2 to day 4 correlates more strongly with corresponding changes in chromatin accessibility from day 4 to day 8, rather than simultaneous changes in accessibility from day 2 to day 4 (Figure 6B and see Additional file 11: Table S7). The same result was observed when we analyzed each biological ChIP-seq replicate independently (see Additional file 12: Figure S5). This delay in change in chromatin accessibility suggests that MADS-domain TFs may act as pioneer factors [40] that directly or indirectly trigger changes in chromatin state during flower development. Among the genes for which AP1 and/or SEP3 may act as ‘pioneer factors’ are *SUPPRESSOR OF OVEREXPRESSION OF CO 1* (*SOC1*), *SHATTERPROOF 2* (*SHP2*), and *GRF8* (Figure 6C). In all three gene loci at day 4, regions are bound by AP1 and/or SEP3, while these regions are hardly or not accessible but become accessible at a later time point. 

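SOC1 (AT2G45660) lies on chromosome 2 from 18807505 to 18811125 on the minus strand. At day 4 AP1 bound 4 regions there, with summits in an intron and 32, 643, and 1972 bp upstream. None of them overlapped a DHS at days 0, 2, or 4. At day 8 all 4 lay in one DHS from 18808600 to 18815550, with its summit in an untranslated exon, a fold enrichment of 2.83 and a −log10 p-value of 177.3. The lists of days 0, 2, and 4 hold no DHS with a −log10 p-value between 80.2 and 311.6, 74.2 and 312.3, and 90.7 and 312.4, respectively. A separate DHS 494 bp downstream of the gene at day 4 had a fold enrichment of 3.68, and its counterpart at day 8 had 3.19. The reference sequence at the summit of the large day 8 DHS, from 18810902 to 18810932, is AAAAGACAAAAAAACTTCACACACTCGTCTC. SHP2 (AT2G42830, chromosome 2 from 17820114 to 17824013, plus strand) was bound by AP1 at day 4 from 17819748 to 17820002, with the summit 256 bp upstream. This region overlapped no DHS at days 0, 2, or 4, and at day 8 it lay in a DHS from 17819349 to 17820658 with a fold enrichment of 2.33 and a −log10 p-value of 5.12, close to the lowest value of 5 in the list. The sequence at its summit, from 17819829 to 17819859, is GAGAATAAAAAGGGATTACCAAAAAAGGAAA. At GRF8 (AT4G24150) the day 4 and day 8 lists both hold a DHS in an intron, with fold enrichments of 3.13 and 2.93, and only that of day 8 holds the DHS 1787 bp upstream, with a fold enrichment of 2.02. AP1 bound no region near GRF8 in Table S1. SEP3-bound regions of days 4 and 8 at these genes were not analysed here.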

*SOC1* is a special case since it is active in IMs, repressed in young floral meristems (stages 1 to 4) and later becomes expressed again in whorls 3 and 4, and it maintains expression during differentiation of stamens and carpels [41]. Also, the expression of *SHP2* and *GRF8* increases at later developmental stages (see Additional file 7: Table S4 and Figure 4D).

In conclusion, we observed that DNA-binding of AP1 and SEP3 can occur in chromatin regions that are not highly accessible, and that it can precede increase in DNA accessibility.

## Discussion

Plant development is controlled by the combined action of chromatin regulators and transcription factors. Here, we address the question of how this dynamic interplay is achieved at the molecular level using flower development as a model system. We characterize changes in MADS-domain TF occupancy, chromatin accessibility, and gene expression. Our results provide insights into the mechanisms by which MADS-domain TFs exert their master regulatory functions in meristem and organ differentiation in plants.

### Developmental regulation of gene expression at the chromatin level

Data from the animal field show that developmental control of gene expression is linked with dynamic changes in chromatin accessibility. Given that multicellular development originated independently in plants and animals, we aimed to understand how dynamic the chromatin accessibility landscape is during plant development, and how this reflects changes in developmental gene expression. In summary, we observed changes in chromatin accessibility in the course of flower development, mostly in the transition from meristematic stages to floral organ differentiation. These changes can reflect the establishment of multiple new cell types during flower differentiation, and be linked with the activation of regulatory regions driving cell-type specific expression patterns of genes. It can also be related to the fact that during floral organ morphogenesis, gene activation is more frequent than downregulation of genes [15,42]. Changes in DHSs globally correlate with changes in gene expression, although not all gene expression changes are associated with a change in chromatin accessibility. These findings suggest that there are multiple mechanisms by which developmental changes in gene expression are controlled, and that developmental changes in gene expression are partly manifested in changes in chromatin structure in plants.

### MADS-domain TFs regulate target gene expression in a dynamic fashion

Although many MADS-domain TF-bound regions are occupied by these factors throughout flower development, we did observe dynamic quantitative changes in occupancy levels at a number of binding sites. Binding site dynamics reflect regulatory dynamics of genes with stage-specific functions in flower development, such as floral meristem patterning and organ growth. In line with previous results [15,25,33], our data suggest that floral MADS-domain TFs can act as repressors or as activators of gene expression. Given that many genes show no quantitative change in MADS-domain TF binding but they are differentially expressed throughout flower development, it appears that MADS-domain TF binding alone *per se* is not sufficient to explain changes in their gene expression, or that there is a delay in the regulatory response, for example, due to the mechanisms by which gene expression is regulated. It is possible that promoter binding by MADS-domain TFs is a prerequisite for regulatory response, but that additional factors are needed to generate cell-type or stage-specific gene expression patterns. This finding is supported by the fact that SEP3 and AP1, like other MADS-domain TFs, show relatively broad expression patterns in meristems and developing floral organs, and are thereby expressed in a variety of cell types, while the gene expression patterns of their targets need to be more tightly controlled, as we could show for GRF genes.

### DNA-binding of MADS-domain TFs may trigger changes in chromatin accessibility

A result of the combined analysis of MADS-domain TF binding dynamics and chromatin accessibility is that MADS-domain TFs can select their binding sites independently of chromatin accessibility, and that binding of AP1 to DNA precedes local increase in chromatin accessibility. These results suggest that a mechanism by which AP1 regulates gene expression is through increasing accessibility of cis-regulatory regions. While this is the first report proposing such a mode of action for a plant TF, a similar mode of action has been previously described for animal TFs that trigger reprogramming of cell fate, such as Oct4, Sox2, Klf4, and c-Myc [43]. Previous results have shown that floral homeotic MADS-domain proteins form larger complexes together with ATP-dependent nucleosome remodelers and with histone-modifying enzymes *in planta*[5,11]. Taken together, MADS-domain proteins may act as ‘pioneer factors’ that trigger changes in chromatin accessibility. Given the important roles of MADS-domain proteins as master regulators of developmental switches and floral organ specification, this is an intriguing mode of action. But how do these proteins target different regulatory regions at different stages of development? Based on the different properties of CArG boxes that we found for SEP3 and AP1, we propose that different higher-order MADS-domain protein complexes have different affinities for specific ‘types’ of CArG boxes. Thereby, changing MADS-domain TF occupancy at individual sites could modulate chromatin accessibility in a stage- or organ-specific manner.

## Conclusion

In conclusion, our work represents a first step to a better understanding of the dynamics of regulatory networks in plants. By combining the information from DNA-binding and gene expression data, we are able to propose models of stage-specific regulatory interactions (Figure 7). Our findings suggest that different homeotic factors regulate partly overlapping, yet also distinctive sets of target genes in a partly stage-specific fashion. Furthermore, MADS-domain TFs may regulate gene expression by alternative strategies, one of which is modulation of chromatin accessibility. Future research needs to reveal which target genes are specifically regulated by a certain homeotic protein complex, and by which exact molecular modes of action different sets of target genes can be modulated in specific ways.

**Figure 7:**
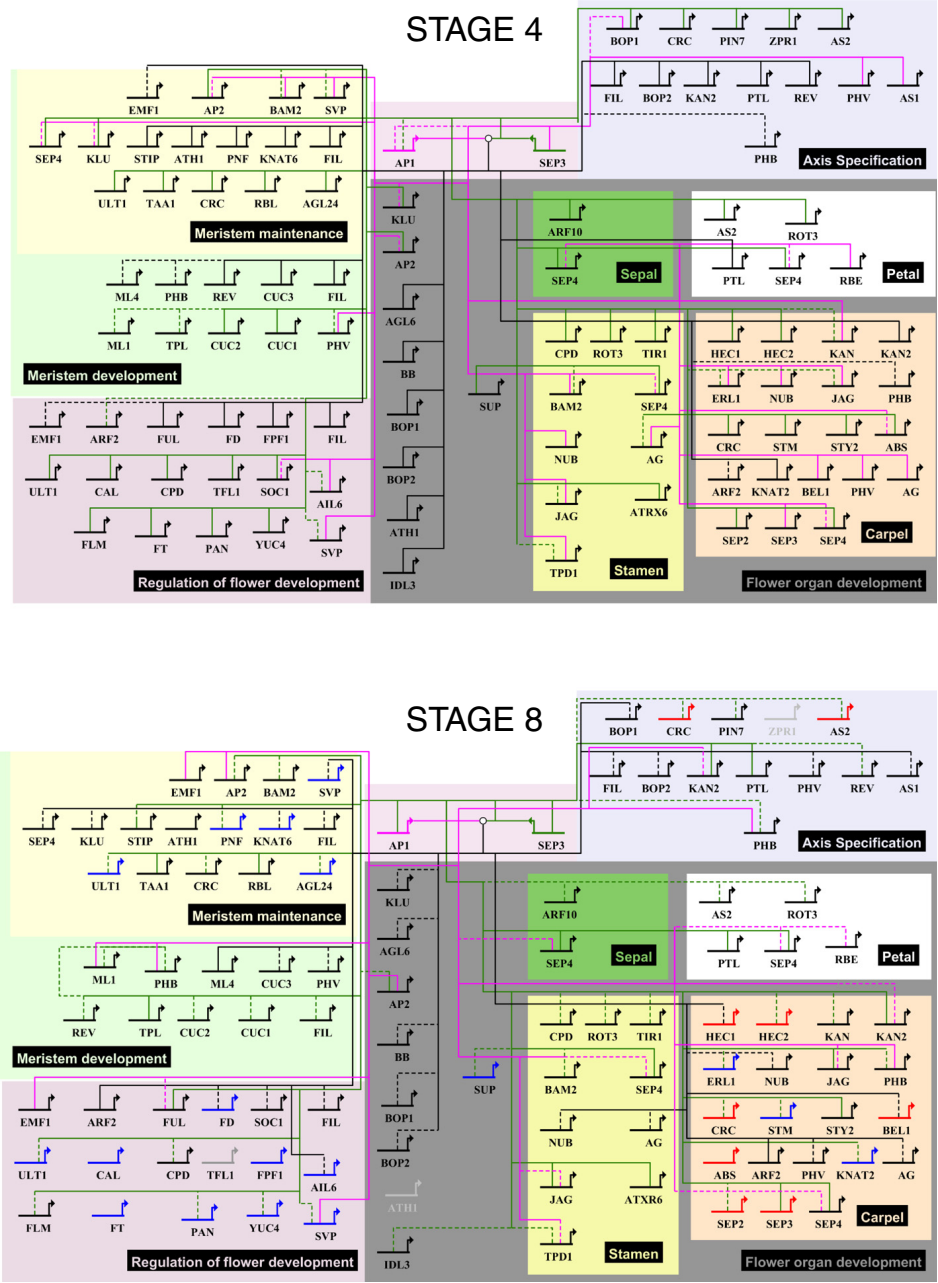
**Stage-specific regulatory networks.** Putative target gene networks at different floral stages reflecting preferential binding of AP1 and SEP3 at different time points (Figure 2) and making use of GO category enrichment analysis for differentially bound genes across the time points (Additional file 3: Figure S2B). Here, we focused on a selection of representative GO categories: meristem development, meristem maintenance, regulation of flower development, axis specification, and floral organ development (sepal, petal, stamen, and carpel development). We included only genes that belong to these categories and that were found to be preferentially bound by either AP1 or SEP3 on a comparison of floral stages 4 and 7/8 (corresponding to day 4 and day 8 in our data). Black line indicates common targets, while pink line indicates AP1-specific targets, and green line indicates SEP3 targets. Dashed lines are used to indicate gene with significant (FDR <0.001) TF-binding peak, while solid lines for genes with higher peak respectively at stage 4 or stage 8. In gray are genes not bound at the specific stage. In red are represented upregulated genes while in blue downregulated genes from day 4 to 8.

## Materials and methods

### Plant material

All plants were grown at 20°C under long day condition (16 h light, 8 h dark). Plants for ChIP-seq and DNase-seq were grown on rock-wool, whereas plants for gene expression analysis were grown on soil.

### Tissue collection

For DNase-seq and ChIP-seq experiments: *pAP1*:AP1-GR *ap1*-*1 cal*-*1* plants were dipped after bolting (2 cm to 5 cm height) in the DEX- induction solution (2 μM Dexamethasone, 0.01% (v/v) ethanol, and 0.01% Silwet L-77) daily. First induction was performed 8 h after lights on and daily induction at 4 h after lights on. Material was collected before DEX-induction, as well as at 2 days, 4 days, and 8 days after the first treatment (8 h after lights on). Two biological samples were generated for each time point. For gene expression profiling experiments: approximately 4-week-old *pAP1*:AP1-GR *ap1-1 cal-1* plants were used. For each sample, inflorescence tissue from approximately 25 plants was collected using jeweler’s forceps as previously described [42]. Four biologically independent sets of samples were generated for each experiment. For induction, inflorescences were treated with a DEX-induction solution, or with an identical mock solution that lacked dexamethasone. Using plastic pipettes, the solutions were directly applied onto the inflorescences so that the cauliflower-like structures were completely drenched. As for the DNase-seq and ChIP-seq experiments, after the first induction, daily induction was performed 4 h after lights on, and material was collected at the corresponding time-point 8 h after lights on. Material was collected immediately after solution application (0 days, mock), and at 2 days, 4 days, and 8 days after the first treatment.

### DNase-seq experiments

Nuclei isolation was performed according to [44] with minor modifications. Tissue was ground in liquid nitrogen. For each time point, 0.2 g of plant material was used. Ground material was resuspended in 2 mL of cold modified Honda buffer (HBM: 25 mM Tris, 0.44 M sucrose, 10 mM MgCl2, 10 mM β-mercaptoethanol, 2 mM spermine, and 0.1% Triton) and filtrated through a 55 μm membrane. The membrane was washed with 1 mL HBM buffer. The filtrate was applied to a sucrose 2.5 M/40% Percoll gradient and centrifuged 30 min 2,500 × g at 4°C. Nuclei were collected in the interphase and washed with 10 mL cold HBB (HBM without spermine) and 10 mL cold HBC (HBB with 20% glycerol). Between each wash, nuclei were centrifuged for 10 min 1,000 × g at 4C. DNA digestion was performed according to [45] with minor modifications. Nuclei were resuspended in 2.5 mL buffer A (15 mM Tris-HCl (pH 8.0), 15 mM NaCl, 60 mM KCl, 1 mM EDTA (pH 8.0), 0.5 mM EGTA, 0.5 mM spermidine, and 11% sucrose) and divided into 12 1.5 mL tubes (aliquots of 200 μL). To each aliquot, 200 μL of 2× reaction buffer (Buffer A with 12 mM CaCl2, 150 mM NaCl) was added. Nuclei were mixed by inversion. DNase I was added (Roche Applied Science, Catalog #04716728001) to attain final concentrations of 110U-90U-70U-50U-35U-20U-15U-10U-7.5U-5U-2.5U-0U. Samples were incubated for 10 min at 37°C in a thermomixer. The DNase reaction was terminated by adding 400 μL of stop buffer (50 mM Tris-HCl (pH 8.0), 100 mM NaCl, 0.1% SDS, 100 mM EDTA (pH 8.0), 10 μg/mL Ribonuclease A, 1 mM spermidine, 0.3 mM spermine) and incubating at RT for 15 min. To each sample, 10 μL of 20 μg/mL proteinase K was added. After O/N incubation at 55°C, samples were centrifuged for 10 min at 13,000 × g. An aliquot of 10 μL of each sample were run on a 1% agarose gel. Samples that were not completely digested were selected for library preparation (Additional file 3: Figure S3E). DNA was precipitated by adding 0.9 volumes of isopropanol. The precipitated DNA was dried and left to resuspend in 100 μL HPLC water O/N at 4°C. DNA was purified with QIAGEN PCR purification kit (Cat. no. 28104). Two biological replicates for each time point were sequenced on Illumina HighSeq2000.

### ChIP-seq experiments

ChIP experiments were performed following a previously published protocol [46] using an anti-GR antibody (Glucocorticoid Receptor alpha Polyclonal antibody (PA1-516, Thermo Scientific), to precipitate AP1-GR), or a peptide SEP3 antibody [36]. 0.75 g of plant material were used for each biological replicate. ChIP experiments performed using pre-immuneserum were used as negative control for each time point. Two biological replicates for each experiment were sequenced on Illumina GAII or MiSeq.

### DNase-seq and ChIP-seq data analysis

Base calling was performed using CASAVA version 1.7 for AP1 4 and 8 days ChIP-seq experiments days, while CASAVA version 1.8 was used for all the other analysis. Sequence reads reported by the Illumina’s CASAVA v1.8 pipeline as low quality reads were removed from further analysis. CASAVA v1.7 does this automatically. FASTQ files were mapped to the Arabidopsis thaliana genome [47] using Bowtie [48] version 0.12.7, allowing up to three mismatches. Sequence reads mapped to mitochondrial and chloroplast chromosomes or mapping on multiple locations were removed. An overview of sequencing data is reported in Additional file 13: Table S8. Reproducibility between biological replicates was assessed using the Pearson correlation coefficient (PCC) for the genome-wide reads distribution at each pair of replicates on a single nucleotide resolution, for this, we used the script ‘correlation.awk’ provided by [17], the results were: PCC >0.99 for DNase-seq experiments, and 0.80 < PCC < 0.977 for ChIP-seq experiments. Because of the high reproducibility of the data, FASTAQ files for replicates of the same experiment were combined. We used MACS 2.0.10 [49] with default parameters except --mfold which was set to ‘2.20’) to identify significant BSs for ChIP-seq experiments and significant DNase I hypersensitive sites (DHSs) for DNase-seq experiments. We used a cutoff of FDR ≤0.01 and FDR ≤0.001 (--qvalue parameter in MACS) for DNase-seq and ChIP-seq experiments, respectively. Genomic regions were associated with genes if located 3 kb upstream of the start of the gene up to 1 kb downstream of the end of the gene using the function distance2Genes in the Bioconductor package CSAR [50] for genes annotated in TAIR10.

#### ***Quantitative comparison of ChIP-seq and DNase-seq experiments***

We followed the Bardet et al. [17] protocol for the peak alignment and normalization. Namely, we created an aggregated list of ChIP-seq and DHSs peaks in a region ± 75 bp around the peak summit, and then scored each one of those regions by the highest mapped read count normalized by total number of mapped reads in the library. This score was subsequently scaled by the score in the corresponding control sample in the same region. Quantile normalization implemented in the preprocessCore R package [51] was then applied independently to all DNase-seq and to all ChIP-seq score values.

Changes in DHSs and putative TF BSs across the different time stages were quantified by means of (fold-change ratio). We classified regions as invariant when the fold-change was ≤ √2 for DNase-seq data and ≤2 for ChIP-seq data. Otherwise the region was classified as being an increasing or decreasing region according to the sign of the log2.

The simultaneous analysis of dependence between chromatin accessibility changes and TF binding changes, and of the influence of these factors on changes in gene expression (Figures 2E, 4C) was done by the chi-square test in Genstat 15 [52]. DNA sequences and overlapping regions were extracted using BEDTools [53].

#### ***Motif analysis and DNase I cleavage***

For motif identification, sequences of ChIP-seq peaks ± 50 bp around the peak summits, were submitted to MEME-ChIP [54] after processed with RepeatMasker [55]; we used default parameters for MEME-ChIP except the motif site distribution (‘-mod’) parameter that was set to *any number of repetitions* (*anr*). Motif occurrences were found in TF BSs (located 3 kb up to 1 kb downstream of genes annotated in TAIR10) using FIMO [56] at *P* value <1e-5, and the DNase I cuts ± 100 bp around the motif matches at the same time stage were submitted to CENTIPEDE [57] together with the proximity to the nearest TSS and the FIMO log-likelihood score ratio to infer TF binding by digital genomic footprinting. Then, each site was classified according to its posterior probability (pp) into three classes: footprint (pp ≥0.9), no footprint (pp ≤0.1), and unclear bound state (0.1 < pp < 0.9). For visualization of the average DNase I cleavage in Figure 5 in a window ± 500 bp around the footprint, running-median smoothing was applied (width of median window equal to 5).

Information from The Plant Transcription Factor Database ([58]) was used to identify overrepresented TF families. GO over-representation analysis was performed using the Cytoscape plugin BINGO [59].

### RNA preparation for microarray experiments

Total RNA was isolated from tissue samples using the Plant Total RNA kit (Sigma-Aldrich) according to the manufacturer’s instructions. Quality of RNA samples was evaluated using a Bioanalyzer and a RNA Nano 6000 kit (Agilent). RNA concentrations were determined using a Nanodrop ND-1000 spectrophotometer (Thermo Fisher Scientific).

### Microarray set-up and experiments

Agilent microarrays were designed using the *e*Array software pipeline [60] and TAIR genome annotation v8, and contain probes corresponding to 28,327 annotated genes (see [15]. Microarrays were used following manufacturer’s instructions. RNA samples were labeled with fluorescent dyes using the Quick Amp Labeling Kit (Agilent). Microarray hybridizations (65 C, 16 h) and washes were performed with Agilent reagents and following standard protocols. Microarrays were scanned using an Agilent DNA Microarray Scanner, and data were acquired using Agilent’s Feature Extraction Software. Four independent sets of biological samples were used for the experiments. The dyes used for labeling RNA from a given time point were switched in the replicate experiments to reduce dye-related artifacts. Samples were co-hybridized as follows: 0 days to 2 days, 2 days to 4 days, and 4 days to 8 days, resulting in a total of three hybridizations per set, and two biological replicate sets labeled with each dye polarity.

### Gene expression microarray data analysis

Feature extraction software pre-processed data from the Agilent microarrays were imported into the Resolver gene expression data analysis system version 7.1 (Rosetta Biosoftware, Seattle, WA) and processed as described [42]. Resolver uses a platform-specific error model-based approach to stabilize the variance estimation to improve the specificity and sensitivity in differential gene expression detection [61]. The data from the four biological replicates of each condition were combined, resulting in an error-model weighted average of the four. The *P* values for differential expression calculated by Resolver were adjusted for multi-hypothesis testing using the Benjamini & Hochberg procedure, as implemented in the Bioconductor *multtest* package in R [62]. Genes for which the Benjamini & Hochberg-adjusted *P* value was <0.05 in at least one of the comparisons (that is, time points), and that passed an absolute fold-change (FC) cutoff of 1.8, were considered as differentially expressed (see Additional file 6: Table S4). Genes that were detected as differentially expressed were subjected to cluster analysis using the k-means algorithm implemented in Resolver (partitioning into different numbers of clusters was tested, and k = 6 was selected for producing the most consistent clusters (Figure 4B).

### Isolation of RNA and real-time PCR analysis

Total RNA was extracted using Invitek Kit according to the manufacturer’s protocol. DNase I digestion was performed on total RNA using DNase I from Invitrogen. RNA integrity was checked on 1% (w/v) agarose gels before and after DNase I treatment. Absence of genomic DNA was confirmed subsequently by qRT-PCR using primers, which amplify an intron sequence of the gene At5g65080 (Forward 5′-TTTTTTGCCCCCTTCGAATC-3′ and reverse 5′-ATCTTCCGCCACCACATTGTAC-3′). First-strand cDNA was synthesized from 4 μg of total RNA using TaqMan kit (Roche) cDNA Synthesis Kit following the manufacturer’s protocol. The efficiency of cDNA was estimated by qRT-PCR using two different primer sets annealing 5′- and 3′- ends of a control gene, glyceraldehyde-3-phosphate dehydrogenase (GAPDH) (At3g26650), respectively, (GAPDH3′: forward 5′-TTG GTG ACA ACA GGT CAA GCA - 3′ and reverse 5′-AAA CTT GTC GCT CAA TGC AAT C-3′) (GAPDH5′: forward 5′-TCT CGA TCT CAA TTT CGC AAA A - 3′ and reverse 5′-CGA AAC CGT TGA TTC CGA TTC -3′). Transcript levels of each gene were normalized to *ACTIN2* gene (5′- TCCCTCAGCACATTCCAGCAGAT-3′ and reverse 5′-AACGATTCCTGGACCTGCCTCATC-3′). Large-scale qRT-PCR for 1,880 TFs was performed as described previously [63,64], using an ABI PRISM 7900HT sequence detection system (Applied Biosystems Applera, Darmstadt, Germany). Amplification products were visualized using SYBR Green (Applied Biosystems).

### MIR396 constructs and GFP fusion reporter gene constructs

35S:miR396a was generated by fusing 400 bp of MIR396a precursor to the 35S promoter in the pCHF3 binary plasmid [65]. ANT: miR396a was generated by replacing the 35S viral promoter in the previous vector with the ANT promoter (5.8 kb upstream regulatory sequences) [66].

*AtGRF2*, *AtGRF5*, *AtGRF7*, and *AtGRF8* genomic regions were amplified by PCR using the following primers: AtGRF2, fw: 5′-AACATTTGGTTGGTAATGTCAGCGT-3′ rev: 5′-GGTTGTGTAATGAAAGTAATCGCCA-3′, AtGRF5, fw: 5′-GTATGTTCAAATAATGTGAATCGTGG-3′ rev: 5′-GCTACCTGAGAAAATAAATTTAAACT-3′ AtGRF7, fw: 5′-GAATCTTGTTCTTCAGAAAGATGAAC-3′ rev: 5′-AACCTGGCTGCTTTCGTCGGAC-3′ and, AtGRF8, fw: 5′-GTTTGTTTGTTACATTGCCGTTT-3′ rev: 5′-GCTTGAGCTTCTGCTGCA-3′. The PCR fragments were cloned into the GATEWAY vector pCR8/GW/TOPO from Invitrogen and transferred via LR reaction into the destination vector pMDC107 [67]. Expression vectors were introduced into *Arabidopsis thaliana* ecotype Col-0 by floral dip transformation [68]. Transformant plants were select on MS medium with Hygromycin (10 ug/mL).

### Confocal Scanning Laser Microscopy (CSLM)

GFP tagged protein localization was observed trough CSLM on Leica SPE DM5500 upright microscope using a ACS APO 40x/1.15 oil lens and using the LAS AF 1.8.2 software. FM4-64 dye was added to 0.1% agar at a concentration of 5 M and used as staining for cell membranes. GFP and FM4-64 dye were excited with the 488-nm line of an Argon ion laser. The GFP emission was detected at a bandwidth of 505-530 nm, while FM4-64 dye and chloroplast auto fluorescence were detected at a bandwidth of 650 nm. After acquisition optical slices were median filtered and three-dimensional projections were generated with LAS AF 1.8.2 software package.

### Accession numbers

Microarray data have been deposited with the NCBI Gene Expression Omnibus (GEO) under accession number GSE47981. ChIP-seq and DNase-seq data have been deposited under accession number GSE46986 and GSE46894, respectively.

## Abbreviations

AP1: APETALA1; BS: Binding site; ChIP-seq: Chromatin immunoprecipitation of DNA followed by DNA sequencing; DHS: DNase I hypersensitive sites; GRF: GROWTH REGULATING FACTOR; qPCR: quantitative PCR; SEP3: SEPALLATA3; TF: Transcription factor.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

AP performed the ChIP experiments, DNaseI-seq experiments, generated and analyzed the marker lines, and drafted the manuscript. PM and JMM were responsible for bioinformatic analysis; AP and PM interpreted bioinformatics results; JTM and JJ performed the microarray studies and the data analysis; SB and MA helped with the transcriptome analysis; MAM, JMD, JP, and DSOM performed biological analysis; AP, FW, PK, and JLR participated in the design of the study and in the data analysis, and drafted the manuscript. GCA and KK conceived of the study, supervised and coordinated the study and drafted the manuscript. All authors carefully read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 ChIP-seq peak calling for AP1 and SEP3 ChIP-seq at different time points. The table shows peaks with FDR <0.001 and nearby genes for each dataset. Nearby genes are genes with the compared peaks 3 kb upstream of the start of the gene and 1 kb downstream of the end of the gene. In the overview table (sheet: overview) are summarized the total number of peaks for each dataset and the number of peaks nearby a gene for FDR <0.001. Click here for file

Additional file 2: Figure S1 Proportion of overlapping AP1 or SEP3 BSs between different time points depending on their rank (1 = highest rank) for pooled dataset and separate biological replicates. The figures were obtained in the same way like Figure 2A. We have performed the analysis for the same data as reported in the main manuscript **(A)** and for each replicate independently **(B, C)**, only analyzing replicates 1 for each experiment **(B)** or only analyzing replicates 2 for each experiment **(C)**. These figures shows that the rank-dependent pattern of overlap that we found is the same when combining the replicates or treating them independently. Click here for file

Additional file 3: Figure S2 MADS-domain TF binding dynamics. **(A)** Overview of AP1 and SEP3 ChIP-seq datasets from different time points. The number of target genes that were unique to, or shared across, the different time points is indicated (Additional file 1: Table S1). **(B)** Gene ontology enrichment for increasing and decreasing AP1- and SEP3-bound genomic regions. The heat map includes all overrepresented categories with at least five genes and *P* value <0.0001. Parental categories with more than 90% overlap with the child category have been removed. **(C)** AtGRF expression levels in plants overexpressing miR396a. Click here for file

Additional file 4: Table S2 ChIP-seq quantitative comparison between AP1 and SEP3 binding at different time points and between the two transcription factors at the same time point. The table shows the list of genomic regions that are increasing, decreasing, or invariant between the two compared time points. Only regions with a significant peak (FDR <0.001) in at least one of the two datasets compared are considered. Click here for file

Additional file 5: Table S3 Over-representation of TF families among significant (FDR <0.001) potential direct target genes of AP1 or SEP3 at different time points. TF families that are over represented (*P* value <0.05) among either AP1 or SEP3 targets in at least one time point are shown in the table. Click here for file

Additional file 6: Figure S3 AP1 and SEP3 specific binding. **(A)** Overview of AP1 and SEP3 ChIP-seq datasets from different time points. The number of BSs that were unique to, or shared across, the two TFs is indicated. **(B)** Venn diagrams show overlap in potential direct target genes (genes with peak between 3 kb upstream of the start of the gene and 1 kb downstream of the end of the gene) between AP1, SEP3, AP3, and PI ChIP-seq datasets. **(C)** qPCR results showing expression level at different time points for selected target genes in Figure 3. Click here for file

Additional file 7: Table S4 Genes identified as differentially expressed after AP1 activation. Microarray results show genes that are differentially expressed between IM and day 2, days 2 and 4, and days 4 and 8. Click here for file

Additional file 8: Table S5 DNase-seq peak calling for the different time points. The table shows DHSs with FDR <0.01 and nearby genes for each dataset. Nearby genes are genes with the compared peaks 3 kb upstream of the start of the gene and 1 kb downstream of the end of the gene. The total number of DHSs for each time point and the number of DHSs nearby a gene for FDR <0.01 are summarized in the overview table. Click here for file

Additional file 9: Table S6 DHS quantitative comparison between different time points. The table shows the list of genomic regions that are increasing, decreasing, or invariant between the two compared time points. Only regions with a significant DHS (FDR <0.01) in at least one of the two datasets compared are considered. Click here for file

Additional file 10: Figure S4 Chromatin accessibility and TF expression at different stages of flower development. **(A)** Venn diagram showing the distribution in the expression of cluster 2 and cluster 5 genes with increasing and decreasing DHSs between day 4 and day 8. **(B)** Venn diagram shows genes with increasing and decreasing DHSs between day 2 *vs.* 4 and day 4 *vs.* 8. Forty-six genes have both increasing and decreasing DHSs from day 4 to day 8. **(C)** Full list of motifs identified by MEME-ChIP in the AP1 and SEP3 peaks regions. Table shows consensus sequences and motifs based on position-specific probability matrices that were identified by MEME-ChIP, and TFs that potentially recognize those motifs identified by TOMTOM. **(D)** Gene ontology enrichment for SEP3-bound genomic regions at day 8 with CArG-box motif 1 and CArG-box motif 2. The graph shows terminal over-represented categories that belong to ‘biological regulation’ and ‘developmental process’. Only categories with at least five genes and *P* value <0.05 were considered. **€** Gel showing partially DNase I-digested chromatin that was submitted for sequencing. Click here for file

Additional file 11: Table S7 Number of genes in vicinity of different classes of BSs classified according to accessibility change. Numbers in yellow indicate cells in which significant deviations from independence are located. Click here for file

Additional file 12: Figure S5 Change in MADS-DNA binding precedes change in chromatin accessibility. The figures were obtained in the same way as for Figure 6B. The analysis was repeated for each replicate independently and for the combined analysis for both AP1 **(A)** and SEP3 **(B)**. The results and conclusions are similar in all cases. Click here for file

Additional file 13: Table S8 Overview of sequencing data. Total number of reads obtained with Illumina sequencing, aligned reads, and uniquely aligned reads for each sample. Click here for file

# Supplementary material for: Dynamics of chromatin accessibility and gene regulation by MADS-domain transcription factors in flower development
**Source:** Genome Biol. 2014 Mar 3;15(3):R41. doi: 10.1186/gb-2014-15-3-r41

**A**

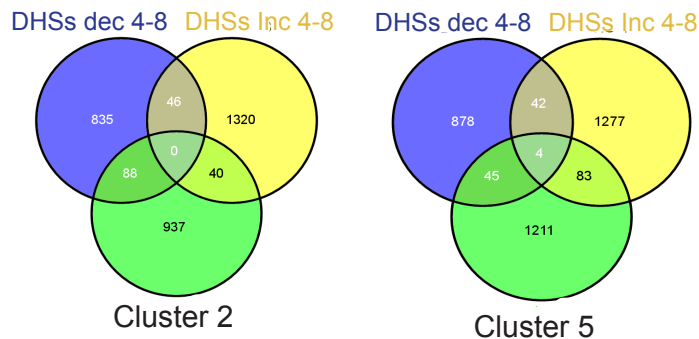

**B**

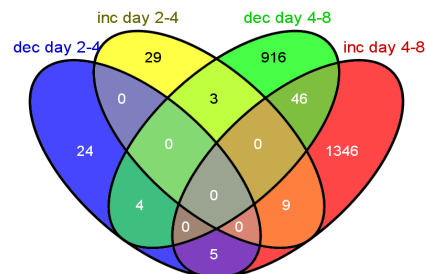

**C**

| Consensus           | Motif | Identified TFs (TOMTOM, only plants)                                          |
|---------------------|-------|-------------------------------------------------------------------------------|
| <b>AP1 day 2</b>    |       |                                                                               |
| GAGAAAGAGAGAGAG     |       | MA0120.1 (id1)                                                                |
| TTACCAAAAAAGGAA     |       | MA0082.1 (SQUAMOSA)<br>MA0001.1 (AGL3)<br>MA0005.1 (AG)                       |
| TTTTTTTGTGTCTCTTT   |       | MA0120.1 (id1)<br>MA0045.1 (HMG-I/Y)<br>MA0082.1 (SQUAMOSA)                   |
| TGTCACGTCCCATC      |       | MA0129.1 (TGA1A)<br>MA0097.1 (bZIP911)<br>MA0096.1 (bZIP910)                  |
| <b>AP1 day 4</b>    |       |                                                                               |
| CCAAAAAAGGAAAA      |       | MA0082.1 (SQUAMOSA)<br>MA0045.1 (HMG-I/Y)<br>MA0001.1 (AGL3)<br>MA0005.1 (AG) |
| TTTCTTCTTTTTTCTCTCT |       | MA0045.1 (HMG-I/Y)                                                            |
| AAAGAGAGAAAAAA      |       | -                                                                             |
| <b>AP1 day 8</b>    |       |                                                                               |
| TTTTTTTTTCTTTTTTGG  |       | MA0082.1 (SQUAMOSA)                                                           |
| TTCCATTTTGGAAA      |       | MA0082.1 (SQUAMOSA)<br>MA0001.1 (AGL3)<br>MA0005.1 (AG)                       |
| ATTGGACCACA         |       | -                                                                             |
| <b>SEP3 day 2</b>   |       |                                                                               |
| CCAAAAAAGGAA        |       | MA0082.1 (SQUAMOSA)<br>MA0001.1 (AGL3)<br>MA0045.1 (HMG-I/Y)<br>MA0005.1 (AG) |
| GGAAAAAAGAAGAGAAAG  |       | MA0120.1 (id1)                                                                |
| TTTCTAAATGG         |       | MA0001.1 (AGL3)<br>MA0082.1 (SQUAMOSA)<br>MA0005.1 (AG)                       |
| TTTTCTTGTTTTGTCTCT  |       | MA0045.1 (HMG-I/Y)<br>MA0082.1 (SQUAMOSA)<br>MA0005.1 (AG)                    |
| <b>SEP3 day 4</b>   |       |                                                                               |
| TTACCAAAAAAGGAAAGAA |       | MA0082.1 (SQUAMOSA)<br>MA0005.1 (AG)                                          |
| CTTCTTTTCTTTCTTTTT  |       | -                                                                             |
| TTTCCAAAAATGG       |       | MA0001.1 (AGL3)<br>MA0005.1 (AG)<br>MA0082.1 (SQUAMOSA)                       |
| <b>SEP3 day 8</b>   |       |                                                                               |
| TTACCAAAAAAGGAAAGAA |       | MA0082.1 (SQUAMOSA)<br>MA0005.1 (AG)                                          |
| AAAAAAGAAAGAGAGAAA  |       | -                                                                             |
| TATTTCCAAAAATGG     |       | MA0001.1 (AGL3)<br>MA0005.1 (AG)                                              |

**D**

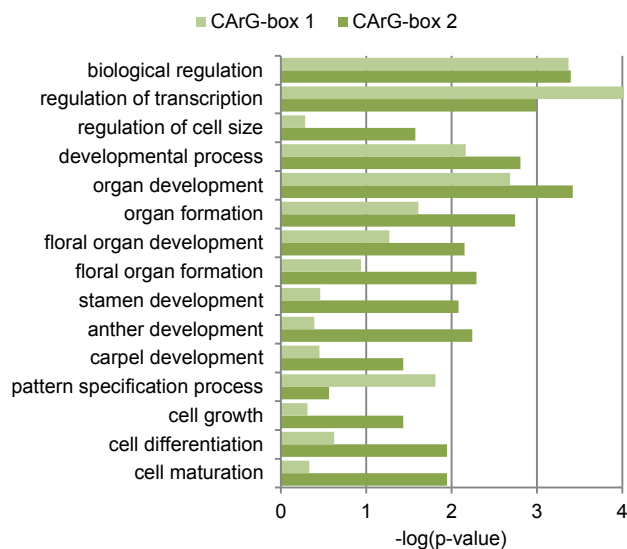

**E**

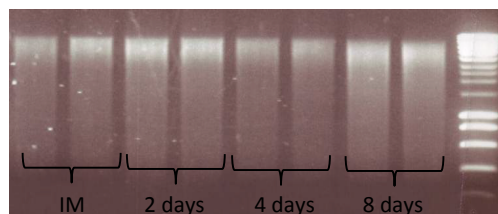

**Supplement:** Additional file 10: Figure S4 — Chromatin accessibility and TF expression at different stages of flower development. (A) Venn diagram showing the distribution in the expression of cluster 2 and cluster 5 genes with increasing and decreasing DHSs between day 4 and day 8. (B) Venn diagram shows genes with increasing and decreasing DHSs between day 2 vs. 4 and day 4 vs. 8. Forty-six genes have both increasing and decreasing DHSs from day 4 to day 8. (C) Full list of motifs identified by MEME-ChIP in the AP1 and SEP3 peaks regions. Table shows consensus sequences and motifs based on position-specific probability matrices that were identified by MEME-ChIP, and TFs that potentially recognize those motifs identified by TOMTOM. (D) Gene ontology enrichment for SEP3-bound genomic regions at day 8 with CArG-box motif 1 and CArG-box motif 2. The graph shows terminal over-represented categories that belong to ‘biological regulation’ and ‘developmental process’. Only categories with at least five genes and P value <0.05 were considered. € Gel showing partially DNase I-digested chromatin that was submitted for sequencing.

# Supplementary material for: Dynamics of chromatin accessibility and gene regulation by MADS-domain transcription factors in flower development
**Source:** Genome Biol. 2014 Mar 3;15(3):R41. doi: 10.1186/gb-2014-15-3-r41
**Supplement:** Additional file 12: Figure S5 — Change in MADS-DNA binding precedes change in chromatin accessibility. The figures were obtained in the same way as for Figure 6B. The analysis was repeated for each replicate independently and for the combined analysis for both AP1 (A) and SEP3 (B). The results and conclusions are similar in all cases.

**A**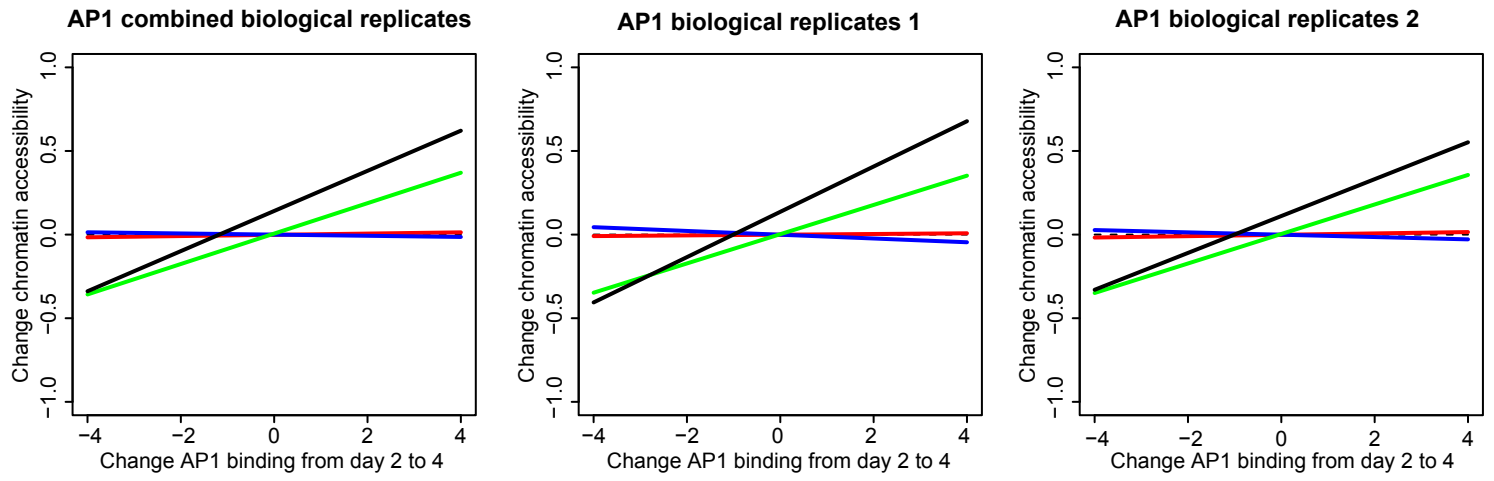**B**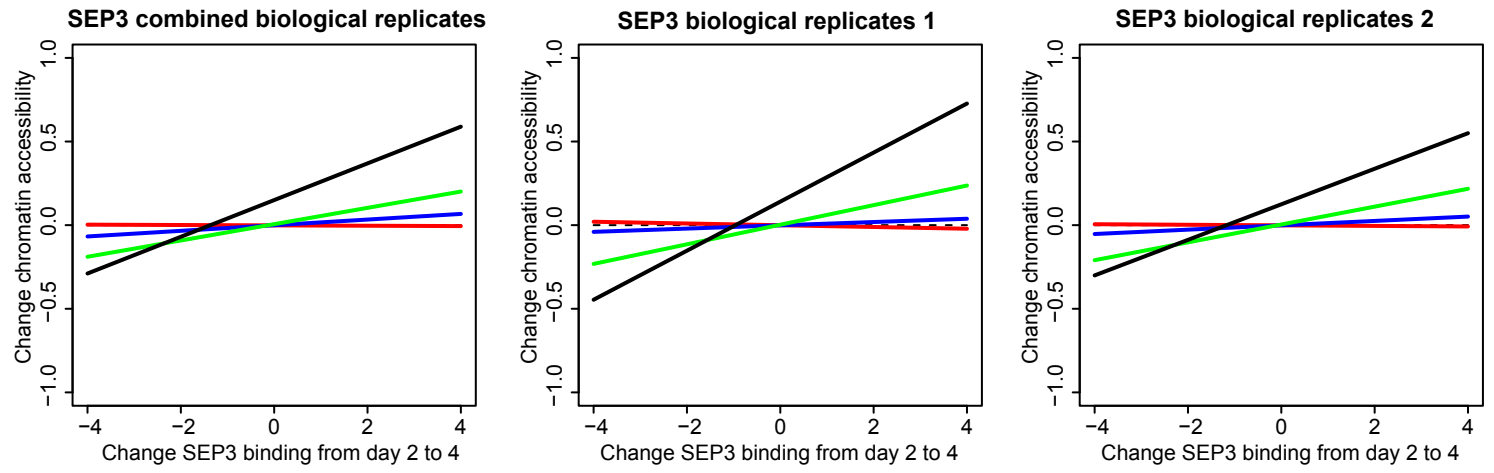

■ previous time point   ■ same time point   ■ later time point   ■ later time point considering only closed chromatin

How the deposited data were processed for this re-analysis (not part of the article)

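DNase-seq data of the inducible pAP1:AP1-GR ap1 cal line were analysed for 4 time points, before induction (day 0) and days 2, 4, and 8 after induction. The authors combined the reads of 2 biological replicates per time point before peak calling, and used 1 naked DNA sample as control, for which no list was used here. Table S8 gives 103930121, 60037203, 75394300, and 60142825 uniquely aligned reads for days 0, 2, 4, and 8 and 11217292 for the control.

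The authors aligned the reads to the Arabidopsis genome with Bowtie, discarded organellar and multi-mapping reads, called DHSs with MACS at an FDR of 0.01, and added the TAIR10 genes from 3 kb upstream to 1 kb downstream with the CSAR package. The deposited lists give each DHS with the −log10 of its p-value and the −log10 of its q-value. The deposited fold enrichment is a ratio of the reads in the DHS to the peak caller's background. Empty rows at the end of the day 2 and day 4 lists were dropped. The −log10 q-values fall as the −log10 p-values rise, so q-values were not used to rank or filter DHSs.

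From the lists, the numbers of DHSs near genes (with a gene in the authors' columns), the shares that overlap a DHS of another time point by at least 1 bp, and the DHSs gained and lost were counted. For increasing and decreasing DHSs, summits extended by 75 bp on either side were merged over all time points, and the fold enrichments of regions with a summit at both time points were quantile normalized and compared with the threshold of √2. The paper scored regions by normalized read counts from alignments, a step that was not repeated here. Bound regions of AP1 and SEP3 were taken from Table S1 and changes of AP1 binding from Table S2. For SEP3, day 2 was complete, day 4 covered chromosome 1, and day 8 was not analysed. The paper's own DHS scores were taken from the part of Table S6 for chromosome 1 and its lists of changed regions. Gene structures, strands and sequences come from TAIR10.1, and the authors' gene assignments matched its gene coordinates for 98.2% to 98.4% of the pairs of gene and DHS.

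Each time point is a single pooled list, so no test between time points was made and no p-value was computed across DHSs or bound regions, which are not replicates. Shares carry 95% Wilson intervals, which cover counting error only. Shares of bound regions were set against 10000 random placements of the DHSs near genes, and shares of regions opened or closed against 10000 random lists of the same size, as a description. Genes named in the text are all those the paper names for accessibility and the 3 gained and 3 lost DHSs with the highest fold enrichment between days 4 and 8, a rule fixed in advance. The functions were tested on simulated data made from the day 4 list: all 200 removed and all 200 added DHSs were found, 192 of 200 regions with doubled fold enrichment were called increasing, and 193 of 200 with halved fold enrichment decreasing.

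Alternatives covered the window and gene set, stricter p-value and fold-enrichment thresholds, reciprocal overlap of 50%, summit distance of 150 bp, normalization, thresholds of 1.5 and 2, matching by intervals, and equal numbers of DHSs per time point. Another 3, chosen after seeing the data, limit DHSs to the range of −log10 p-values that all lists cover or use the DHSs of all 4 time points. Footprints, expression changes and the earlier DHS set of wild-type inflorescences were not analysed here. Calculations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and plots matplotlib 3.10.9.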

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

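The text of the paper counts DHSs near genes, and its Table S5 also summarizes the total numbers. The lists also hold 299 DHSs at day 0, 229 at day 2, 264 at day 4, and 346 at day 8 with no gene from 3 kb upstream to 1 kb downstream, which the paper does not discuss. With 1 pooled list per time point, no sample was set against others of its group.

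Both technical tests of these DHSs were set before their results were seen. If they were weak peaks near the calling threshold, their fold enrichment would be lower than that of DHSs near genes. The ratio of the medians was 1.00, 0.98, 0.98, and 0.96 for days 0, 2, 4, and 8, so they are about as strong by fold enrichment. DHSs were called by FDR, so fold enrichment alone cannot say how near they are to the threshold. Their median −log10 p-values were 16.5, 11.6, 14.8, and 16.8, against 15.3, 11.1, 14.4, and 18.2 for DHSs near genes, lower only at day 8. If they came from repeats, their soft-masked share in TAIR10.1 would be at least 1.5 times that of DHSs near genes. It was higher at every time point, but by a factor of 1.20 at the lowest and 1.25 at the highest (medians 29.4% against 23.5% at day 8). Neither ratio reached the limit set for its explanation, 0.9 for weak peaks and 1.5 for repeats. Mapping in repeats, unannotated genes and a strain difference were not tested, and no biological explanation was tested.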

How the results depend on the processing

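All alternatives in this part were set before the data were examined, except where stated. No paired analysis was possible because the lists pool replicates 1 and 2 of each time point, and no result comes from a test between replicates. Of 137 values recomputed under these alternatives, 77 stayed within the limits used (a factor of 1.5 for counts, the 95% interval for shares, correlations, and slopes, and for percentiles the 95% interval of counting over 10000 random lists), 58 moved and 2 reversed. The interval of a percentile is narrow, so that a change from 89.2 to 86.0 counts as moved. Of 15 values under the alternatives added after seeing the data, 7 stayed and 8 moved. Unless a value below shows it, the cause was not tested.

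The numbers of DHSs near genes stayed within a factor of 1.5 under every alternative at days 0 and 4, and at day 8 under every one set in advance. At day 2 a −log10 p-value of at least 10 left 3187. Up to the lowest limit of 27.4 (chosen after seeing the data), day 8 had 5677.

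Shares of DHSs found at the neighbouring time point fell with stricter matching. With a reciprocal overlap of 50% they were 59.2% (day 0 at day 2), 77.7% (day 2 at day 0), 81.7% (day 2 at day 4), 66.3% (day 4 at day 2), 76.3% (day 4 at day 8), and 60.8% (day 8 at day 4). With summits within 150 bp they were 55.7%, 73.1%, 74.0%, 59.9%, 62.0%, and 49.5% in the same order. A fold enrichment of at least 2 gave 67.4% (day 0 at day 2), 85.7% (day 2 at day 4), and 71.5% (day 8 at day 4).

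Counts of increasing and decreasing DHSs were small. Those from day 4 to 8 moved under every setting but median scaling, and those of the earlier pairs moved under some settings. Without normalization 41 increased from day 0 to 2, and 12 increased and 43 decreased from day 4 to 8, so the preponderance of increases in that pair depends on the normalization. Median scaling kept it, with 48 and 14, and gave 1 decreasing DHS from day 0 to 2. A ratio above 1.5 left 10 increasing and 4 decreasing from day 4 to 8, and a ratio above 2 left 0 in every pair. Matching by overlapping peaks gave 3 increasing and 14 decreasing (day 0 to 2), 22 and 2 (day 2 to 4), and 136 and 41 (day 4 to 8). Among these counts by ratio, the last pair had the most changes under every setting but a ratio above 2.

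For gained and lost DHSs, a reciprocal overlap of 50% gave 1266 gained from day 0 to 2 and 1664 lost from day 4 to 8. A fold enrichment of at least 2 gave 1071 gained from day 0 to 2. Equal numbers of DHSs per time point gave 1581 gained and 1725 lost (day 0 to 2) and 1663 gained and 1620 lost (day 2 to 4). From day 4 to 8 they gave 1389 gained and 1100 lost, so under that setting the last pair had the fewest of both. The setting keeps the DHSs with the highest −log10 p-values, and the day 2 list lacks DHSs from 27.4 to 65.8 and from 74.2 to 312.3. Both earlier pairs include day 2, so this order of the pairs cannot be read as an order of changes in accessibility. Up to the lowest limit (chosen after seeing the data), 1450 were lost from day 0 to 2 and 1048 gained from day 2 to 4.

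Shares of bound regions in DHSs rose from day 2 to day 4 for both factors under every alternative set in advance. With DHSs as 75 bp on either side of the summit they were 17.3%, 38.8%, and 34.1% for AP1 at days 2, 4, and 8, without a rise from day 4 to 8, and 16.1% and 32.1% for SEP3 at days 2 and 4. Equal numbers of DHSs gave 52.2% and 68.8% for AP1 at days 4 and 8 and 47.1% for SEP3 at day 4. With DHSs of any of the 4 time points (chosen after seeing the data) they were 81.7%, 86.0%, and 83.3% for AP1 and 79.8% and 78.9% for SEP3 at days 2 and 4, so the shares of the days lay closer together under that setting.

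With a region without a DHS set to fold enrichment 1, the correlation of the AP1 change from day 2 to 4 with the earlier accessibility change reversed to 0.030 (slope 0.027). Those with the simultaneous and the later change moved to 0.062 and 0.114 (slopes 0.057 and 0.094). With random lists matched on the day 4 AP1 score, the percentile of the share opened was 86.0 for increased, 20.2 for invariant, and 28.0 for decreased binding. With equal numbers of DHSs, 17.8% of regions with decreased and 9.56% with invariant AP1 binding lost their DHS from day 4 to 8. With a reciprocal overlap of 50%, 1430 genes had both gained and lost DHSs.

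Depth differs between time points (103930121 uniquely aligned reads at day 0 against 60037203 at day 2), which limits comparisons of DHS numbers, and fold enrichment from called peaks limits the comparison to regions with a DHS at both time points.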

Differences from the paper's values

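For changes over all pairs of consecutive time points, 58 regions passed the ratio of √2 by fold enrichment, against the paper's 1370 by its read-count score. From day 4 to day 8 there were 56 against the paper's 1304. None of the alternatives set before the data were examined closed either gap. The closest was matching by overlapping peaks, with 218 and 177. From day 0 to 2, 1 DHS increased and 0 decreased, against the paper's 15 and 7 regions in Table S6. No alternative came within a factor of 1.5 of either. From day 2 to 4, 0 increased and 1 decreased, against the paper's about 22 in Fig. 4A, read by eye, and the paper's 23 decreasing regions in Table S6. Matching by overlapping peaks gave 22 increasing DHSs, the paper's value as read, and 2 decreasing, and the other alternatives reached neither value.

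Genes with both gained and lost DHSs from day 4 to 8 numbered 101, against the paper's 46 genes with both increasing and decreasing DHSs. The alternatives gave 103 and 1430, and neither closed the gap.

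The numbers of DHSs near genes and the shares of AP1- and SEP3-bound regions outside DHSs at day 2 and of AP1-bound regions in DHSs at days 4 and 8 were within a factor of 1.5 of the paper's values under the main setting. At a −log10 p-value of at least 10 the lowest number of DHSs, 3187, and at 75 bp on either side of the summit the AP1 share at day 8, 34.1%, were not. Counted as shares in DHSs, those of day 2 at 75 bp were 17.3% for AP1 and 16.1% for SEP3, also more than a factor of 1.5 from the 27% and 32% left by the paper's 73% and 68% outside DHSs.

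The paper lists SAP among loci that lose accessibility, and the lists hold DHSs for SAP only at day 8. The paper names SEP3 among the first genes to gain accessibility at day 2. One upstream DHS rose in fold enrichment from 2.30 to 2.98, and the other, with 2.55 at day 0, was not in the day 2 list. A DHS at the 3′ end, with 2.05 at day 2, was not in the day 0 list. The paper's own scores rose at these places from day 0 to 2, with log2 ratios of 0.33, 0.53, and 0.30 in this order. The legend of Fig. 4 describes profiles at GRF2 and GRF5 that stay the same over time. The lists hold a DHS for GRF2 only at day 8 and for GRF5 only at day 4. The GRF5 −log10 p-value of 312.4 lies in the stretch from 226.8 to 314.4 that is empty at day 8. Every list lacks DHSs in some stretches of −log10 p-value. For SAP, GRF2 and GRF5, absence from a list therefore cannot show that the paper's read profiles differ from its description. The paper reports an excess of sites with both decreased binding and decreased accessibility from day 4 to 8. Here 6.67% of the regions with decreased AP1 binding lost their DHS, against 5.78% with invariant and 11.1% with increased binding. With equal numbers of DHSs per time point the shares were 17.8%, 9.56%, and 11.1%, highest for decreased binding as in the paper. Counting ratios below 1/√2 as well, they were 8.72%, 5.78%, and 11.1%. The legend of Fig. 6 gives a correlation with the change in binding from day 2 to 4 only for the later change in accessibility. Here the correlation for AP1 was 0.258 with the later change across 468 regions and 0.217 with the simultaneous change across 240 regions. Only regions with a DHS at both time points entered, so the 2 sets differ and regions without a DHS at day 4 are left out. The paper scored regions by reads and reports a stronger correlation with the later change for regions closed at day 4. It also reports the result for SEP3 and for each ChIP-seq replicate. These parts were not repeated here.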

Other observations

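The tests in this part were chosen after the result they concern was seen, except the test of day 2 scores at AP1-bound regions. The results are hypotheses found and tested on the same data.

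The lists lack DHSs in stretches of −log10 p-value that differ between time points. All stretches wider than 5 that begin at a finite q-value were taken: 80.2 to 311.6 at day 0, 27.4 to 65.8 and 74.2 to 312.3 at day 2, 45.5 to 53.2 and 90.7 to 312.4 at day 4, and 226.8 to 314.4 at day 8. A candidate explanation is the FDR filter. The −log10 q-value falls as the p-value becomes stronger (Spearman's rho from −0.98 to −0.78), and it was at most 2.00, the threshold of the FDR filter, at the lower edge of every stretch, so that the strongest DHSs may have been dropped. Sequencing depth is not a sufficient explanation: days 2 and 8 have a ratio of reads of 1.00, but the limits at which the lists first break off differ by a factor of 8.27. Closing of the chromatin at day 2 was tested with the paper's own scores. Among regions of the analysed part of Table S6, on chromosome 1 and in the lists of changed regions, whose day 0 DHS has a −log10 p-value in the stretches empty at day 2, 256 are outside every day 2 DHS. Their log2 ratio of the paper's score from day 0 to 2 had a median of 0.0016 (quartiles −0.08 and 0.10), and their median day 2 score of 2.11 is above the median of 1.61 over the 1380 regions in day 2 DHSs. For these 256 regions the scores go with chromatin that stayed accessible but is absent from the day 2 list. This does not extend to DHSs below the stretches. Another 359 regions outside every day 2 DHS have a day 0 −log10 p-value of at most 27.4. Their median day 2 score was 1.21, with 24.0% above the median of regions in day 2 DHSs. Their median log2 ratio was −0.08 (quartiles −0.19 and 0.01). How the q-values were computed was not tested.

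The lists of days 0 and 4 hold a DHS upstream of SEP3, with its day 0 summit 2575 bp from the gene, and that of day 2 does not. Its −log10 p-value was 18.5 at day 0, in the range the day 2 list covers, and 82.4 at day 4, in a stretch empty at day 2. Its day 0 value is thus no example of the stretches above. The paper's day 2 score of the region is 2.40, above the median of 1.61 of regions in day 2 DHSs, and its log2 ratio from day 0 is 0.53. A DHS missing from the list though accessible is a candidate explanation, but this region was picked for the pattern, so its score cannot tell this explanation from others. At the BP 5′ end, also outside the day 2 DHSs, the paper's day 2 score is 2.64.

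The numbers of DHSs near genes differ by a factor of 1.55 between time points. Up to a −log10 p-value of 27.4, which every list covers, the factor is 1.06 (5357 to 5677 DHSs). Most of the difference may therefore come from the part of the lists above that limit, where each list breaks off at another value. The numbers and the reads have a Spearman correlation of 0.40 over the 4 time points, too few for the correlation to decide. Days 2 and 8 have a ratio of reads of 1.00 but the lowest and the highest number, 5680 and 8789. This argues against depth as a sufficient explanation of the factor of 1.55. A part of depth in the differences between the other time points remains open.

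The share of AP1-bound regions in DHSs rises from day 2 to day 8. Against one DHS list, the shares of the regions bound at days 2, 4, and 8 differed by at most 6.08 percentage points, whereas for one day of AP1 binding the shares differed by at least 46.6 points between the lists. This cannot tell a property of the lists from opening of bound chromatin, since opening at the bound sites would also change the share with the list. Of the AP1-bound regions of day 2, 82.7% overlap one of day 4, whereas 39.7% of those of day 4 overlap one of day 2. The AP1-bound regions of day 2 lay in DHSs before induction in 47.6% of cases, against 26.7% in those of day 2. For the 305 AP1-bound regions outside day 2 DHSs the share was 35.7% in DHSs of day 0, 41.3% in those of day 4, and 68.9% in those of day 8. Of these 305 regions, 109 had a DHS before induction, 120 had a DHS at day 4 or 8 and none before, and 76 had none at the other time points. Chromatin closed up to day 2 that opened later thus remains possible for the 120 regions and cannot be told apart from DHSs missing from the day 2 list. Of the 305 regions, 18 have a day 2 score in the analysed part of Table S6. In 15 of the 18, or 83.3%, it is above the median of regions in day 2 DHSs. A score exists only where a DHS was called at day 0, 2, or 4, which favours accessible regions. In the stretch of chromosome 1 that this part covers, 17 of 62 such bound regions have a score and 45 have none and were not tested. Of the 346 AP1-bound regions outside day 4 DHSs, 70 lay in a DHS of day 0 and 221 in one of day 8.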
